# Probing the regulatory effects of specific mutations in three major binding domains of the pleiotropic regulator CcpA of *Bacillus subtilis*

**DOI:** 10.3389/fmicb.2015.01051

**Published:** 2015-10-02

**Authors:** Ruud Detert Oude Weme, Gerald Seidel, Oscar P. Kuipers

**Keywords:** CcpA, CcpA mutants, *Bacillus subtilis*, DNA microarray, transcriptomics

## Abstract

Carbon catabolite control is required for efficient use of available carbon sources to ensure rapid growth of bacteria. CcpA is a global regulator of carbon metabolism in Gram-positive bacteria like *Bacillus subtilis*. In this study the genome-wide gene regulation of a CcpA knockout and three specific CcpA mutants were studied by transcriptome analysis, to further elucidate the function of specific binding sites in CcpA. The following three amino acids were mutated to characterize their function: M17(R) which is involved in DNA binding, T62(H) which is important for the allosteric switch in CcpA upon HPr-Ser46-P binding, and R304(W) which is important for binding of the coeffectors HPr-Ser46-P and fructose-1,6-bisphosphate. The results confirm that CcpA was also involved in gene regulation in the absence of glucose. CcpA-M17R showed a small relief of Carbon Catabolite Control; the CcpA-M17R mutant regulates fewer genes than the CcpA-wt and the palindromicity of the *cre* site is less important for CcpA-M17R. CcpA-T62H was a stronger repressor than CcpA-wt and also acted as a strong repressor in the absence of glucose. CcpA-R304W was shown here to be less dependent on HPr-Ser46-P for its carbon catabolite control activities. The results presented here provide detailed information on alterations in gene regulation for each CcpA-mutant.

## Introduction

Gram-negative and Gram-positive bacteria employ a mechanism called carbon catabolite control (CCC) to use carbon sources in a preferential manner (Stülke and Hillen, 2000; Görke and Stülke, 2008; Fujita, 2009). This mechanism ensures optimal use of the available nutrients and results in a fitness advantage in a natural environment. The Gram-positive bacterium *Bacillus subtilis* uses a global transcriptional regulator, carbon catabolite protein A (CcpA), to employ CCC. Together with the seryl phosphorylated form of the histidine-containing protein, HPr, are the main coeffector for transcriptional regulation of various operons, it is involved in regulation of carbon utilization, overflow metabolism, amino acid anabolism and nitrogen assimilation (Sonenshein, 2007; Deutscher, 2008; Görke and Stülke, 2008; Fujita, 2009). HPr is a phosphocarrier protein from the phosphotransferase system (PTS) transferring phosphoryl groups from its histidine 15 residue to EIIA enabling specific sugar transport by EII complexes. The regulatory function of HPr is initiated when a preferred carbon source like glucose is metabolized and the intracellular concentration of fructose-1,6-bisphosphate (FBP) increases. FBP stimulates the HPr kinase/phosphatase (HPrK/P), which phosphorylates HPr at serine 46 and thereby converting HPr into the CcpA-binding form (Schumacher et al., 2007; Görke and Stülke, 2008; Fujita, 2009). Additionally, HPrSer46-P-CcpA complex formation can be stimulated by glucose-6-phosphate (G6P) and (FBP) (Görke and Stülke, 2008; Fujita, 2009). Moreover, there is a second protein effector: the catabolite responsive HPr (Crh) that binds CcpA at the same site as HPr-Ser46-P when Crh is phosphorylated at serine 46 by HPrK/P (Schumacher et al., 2006). The binding of HPr-Ser46-P to CcpA triggers an allosteric switch in CcpA allowing CcpA to bind its cognate DNA sequences, the *catabolite responsive elements* (*cre*) (Stülke and Hillen, 2000; Deutscher, 2008; Görke and Stülke, 2008). These *cre* sites are semi-palindromic sequences with the following consensus: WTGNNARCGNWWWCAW (R is G or A, W is A or T, and N is any base) (Miwa et al., 2000; Schumacher et al., 2011). After DNA binding CcpA can either act as a repressor, i.e., when the *cre* site is downstream of the promoter, (Carbon Catabolite Repression, CCR) or, in much fewer cases, as an activator, i.e., when the *cre* site is upstream of the promoter, (Carbon Catabolite Activation, CCA). However, there are also exceptions to this rule: the *cre* site of the levanase operon is upstream of the promoter but it is repressed by CcpA (Martin-Verstraete et al., 1995). The expression of 10% of the genes in *B. subtilis* are affected by CcpA when glucose is present in the medium (Fujita, 2009), and the expression of 8% of the genes are affected in the absence of glucose (Moreno et al., 2001).

CcpA belongs to the LacI family (Henkin et al., 1991) and consists of an N-terminal DNA binding domain, and a C-terminal core protein containing the HPr-Ser46-P binding site, an effector binding cleft for G6P and FBP and a dimerization domain (Schumacher et al., 2007, 2011). The crystal structures of *B. subtilis* and *B. megaterium* CcpA-HPr-Ser46-P bound to different *cre* sites and structures of CcpA with FBP and G6P show which amino acids are important for DNA binding, for complex formation, and for coeffector binding (Schumacher et al., 2007, 2011). Studies of point mutations in CcpA, HPr, and Crh have contributed to elucidate the molecular function of several amino acids in the complex (Deutscher et al., 1994; Kuster-Schock et al., 1999; Horstmann et al., 2007; Sprehe et al., 2007). However, differential effects of distinct CcpA point mutations on CCR *in vivo* have also been found. This cannot be explained solely by a comparison of the available structures or interaction analyses because other regulators are also involved in gene regulation of carbon metabolism (e.g. regulon specific regulators such as RbsR).

In this study, we examined the regulons of specific CcpA mutants. Therefore, three specific amino acids in CcpA were mutated (Figure 1A) and examined by transcriptome analyses to study the effects on CCC. Two of these mutants, CcpA-M17R and CcpA-R304W, have been shown in a previous study to differentially regulate *gntR, xynP, alsS*, and *ackA* (Sprehe et al., 2007). Interestingly, these mutants are located in different regions: M17 is in the DNA binding domain and contacts the *cre* site specifically, while R304 makes an important contact to the Ser46-P of HPr. The third mutant, CcpA-T62H was found to repress *xynP* very strongly in the absence of glucose (unpublished data). Threonine 62 is the last residue of the allosteric switch domain, mediating the signal of HPr-Ser46-P binding to the DNA binding domain (Schumacher et al., 2011). The aim of the transcriptome analysis presented here was to study the effect of the pointmutations on a genome-wide level and elucidate the mutant specific regulons. Furthermore we examined the presence of specific correlations between the deregulated or regulated genes and altered *cre* site binding. Will all genes and operons be affected equally by a specific mutation in CcpA or are some genes of the regulon more affected than others? This will provide novel insights on the importance of the residues M17, T62, and R304.

**Figure 1:**
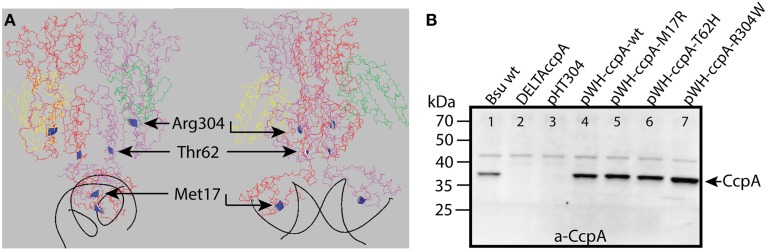
**(A)** The crystal structure of CcpA-HPr-Ser46-P in complex with *the AckA2-cre* site, viewed along the DNA (left) and perpendicular to the DNA (right). The two CcpA monomers were shown in red and purple, the two HPr-Ser46-P monomers were shown in yellow and green, and the DNA was shown in black. The amino acids that were mutated in this study were highlighted in ribbon style in blue (adapted from PDB 3OQM (Schumacher et al., 2011). **(B)** The expression levels of the different CcpA mutants were shown on a Western Blot. Crude extracts of the *B. subtilis* strains with the different *ccpA* mutants were loaded on gel, transferred to a membrane and the CcpA proteins were visualized via chemiluminescence with a CcpA specific antibody. The size of the CcpA protein was 37 kDa. CcpA in lane 4–7 was expressed from plasmid. The *B. subtilis ccpA::spec* strain was utilized in lane 2–7, and complemented with *ccpA* on the indicated pHT304 derived plasmid. The empty pHT304 vector served as negative control.

## Materials and methods

### Bacterial strains, plasmids, and oligonucleotides

*B. subtilis 168 trpC2* strains (Table 1) were grown on Lysogeny Broth (LB). *E. coli* MC1061 was used as a cloning host. All plasmids are listed in Table 2 and the oligonucleotides in Table 3. The C-medium contains 70 mM K_2_HPO_4_, 30 mM KH_2_PO_4_, 25 mM (NH_4_)_2_SO_4_, 0.5 mM Mg_2_SO_4_, 10 μM MnSO_4_, 22 mg/l Ferric Ammonium Citrate, 250 μM L-Tryptophan, and 0.4% (w/v) glucose. C-medium supplemented with glutamate contains 0.03% (w/v) L-Glutamate and when it was also supplemented with branched chain amino acids it contained 0.25% (w/v) L-Isoleucine, 0.25% (w/v) L-Leucine, 2.5% (w/v) L-Valine, and 2.5% (w/v) L-Methionine. Uridine 5′-monophosphate (Sigma) was added to C-medium in a final concentration of 20 mg/l.

**Table 1:** ***B. subtilis* strains used in this study**.

**Strain**	**Genotype**	**Source or reference**
*E. coli MC1061*	F^−^*araD139* Δ*(ara-leu)7696 galE15 galK16* Δ*(lac)X74 hsdR2* (${\text{r}}_{\text{K}}^{-}$${\text{m}}_{\text{K}}^{+}$) *mcrA mcrB1 rpsL* (Str^r^)	Laboratory stock, (Casadaban and Cohen, 1980)
***B. SUBTILIS***		
*168*	*trpC2*	Bacillus Genetic Stock Center, (Zeigler et al., 2008)
*DOW41*	*trpC2 ccpA::spec^*r*^*	This study
*DOW42*	*DOW41* with *pHT304*	This study
*DOW43*	*DOW41* with *pWH2422-ccpA-wt*	This study
*DOW44*	*DOW41* with *pWH2422-ccpA-M17R*	This study
*DOW45*	*DOW41* with *pWH2422-ccpA-T62H*	This study
*DOW46*	*DOW41* with *pWH2422-ccpA-R304W*	This study

**Table 2:** **The plasmids used in this study**.

**Plasmid**	**Genotype**	**Source or reference**
pUC18		NCBI accession number L09136
pUC18-Δ*ccpA*	Amp^r^ a*roA Spec*^r^ *ytxD*	This study
pHT304		(Arantes and Lereclus, 1991)
pWH144-*ccpA*-T62H	pHT304 *ccpAhis* T62H	This study
pWH2422-*ccpA*-wt	pHT304 *ccpA*	This study (Arantes and Lereclus, 1991)
pWH2422-*ccpA*-M17R	pHT304 c*cpA-M17R*	This study
pWH2422-*ccpA*-T62H	pHT304 c*cpA-T62H*	This study
pWH2422-*ccpA*-R304W	pHT304 c*cpA-R304W*	This study

**Table 3:** **The oligonucleotides used in this study**.

Oligonucleotide	Sequence (5′ ≥ 3′)
pUC18_FW	AGAGTCGACCUGCAGGCATGCAAGCTTGG
pUC18_REV	ATCCCCGGGTUCCGAGCTCGAATTC
spec_FW	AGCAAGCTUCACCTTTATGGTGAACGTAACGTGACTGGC AAGAG
spec_REV	AAGAAGATUACCAATTAGAATGAATATTTC
*ytxD*_FW	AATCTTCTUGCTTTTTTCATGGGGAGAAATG
*ytxD*_REV	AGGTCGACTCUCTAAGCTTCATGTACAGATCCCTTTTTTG
*aroA*_FW	TACCCGGGGAUAAAAAACCCTTGAACATTG
*aroA*_REV	AAGCTTGCUAACGAGAAAGCATAAAAAAAG
*ccpA*_FW_check	GACGGCATCGTGTTTATGGG
*ccpA*_REV_check	TCTATACGGTGCGGCAGTTC
pUP19	ATTAAGTTGGGTAACGCCAG
pRev19	TCGTATGTTGTGTGGAATTG
*ccpA*mut1	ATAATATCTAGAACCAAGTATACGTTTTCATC
BlpIin	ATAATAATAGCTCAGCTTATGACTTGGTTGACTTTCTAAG
BsuT62rand	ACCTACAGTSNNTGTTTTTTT
hisbam	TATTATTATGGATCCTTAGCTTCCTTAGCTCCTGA

### Recombinant DNA techniques

PCR and DNA purification were done as previously described (Sambrook et al., 1989). Pfux7 DNA polymerase (Norholm, 2010) was a kind gift from Bert Poolman (University of Groningen), USER enzyme was obtained from New England Biolabs. Sequencing was done at MacroGen (Amsterdam, Netherlands).

### Construction of *B. subtilis* CcpA::spec

The *B. subtilis ccpA* knockout strain was made by allelic replacement with a spectinomycin resistance gene. Therefore, 1000 bp flanking regions of *ccpA* were amplified from the *B. subtilis* genome by PCR. The first flanking region was upstream of *ccpA* (primers *aroA*_FW and *aroA*_REV) and the second flanking region was downstream of *ccpA* (primers *ytxD*_FW and *ytxD*_REV). PCR with Pfux7 as polymerase was also used to amplify pUC18 and the spectinomycin gene from pDOW01 (Detert Oude Weme et al., 2015) (see the primers in Table 3). Cloning of the DNA fragments (pUC18, *aroA*, spec^r^, *ytxD*) was done using the uracil-excision DNA engineering method (Norholm, 2010). The ligation product, hereafter called pUC18-Δ*ccpA*, was transformed to *E. coli*. Plasmid sequence was confirmed by sequencing.

Natural competent *B. subtilis* (Harwood and Cutting, 1990) was transformed with pUC18-Δ*ccpA*, which integrated into the native locus of *ccpA*, thereby replacing the *ccpA* gene by a spectinomycin^r^ gene (strain DOW41 in Table 1). In the resulting *ccpA* knockout strain the region from 223 bp upstream till 1037 bp downstream of the *ccpA* translational start site was knocked out; the promoter and the *ccpA* gene were deleted.

Colony PCR and PCR on isolated chromosomal DNA (with primers: spec_FW, spec_REV, *ccpA*_FW_check, *ccpA*_REV_check) were used to check whether the plasmid was inserted via double recombination and whether the *ccpA* gene was removed.

### Construction of the CcpA mutant strains

All previous analyses of the CcpA mutants were done with C-terminally His-tagged CcpA, but the His-tag free plasmid pWH2422 was used here to rule out side-effects resulting from a His-Tag fused to CcpA. This plasmid carries wildtype *ccpA* without a His-tag encoding region under control of its own promoter and a lambda terminator downstream of the gene. For this purpose wildtype *ccpA* was amplified from plasmid pWH144 (Horstmann et al., 2007) using the primer *ccpA*mut1 and BlpIin, restricted with XbaI and BlpI and cloned into pWH144 yielding pWH2422. The plasmid pWH2422-*ccpA*-R304W was cloned analogously with a PCR fragment using the primer *ccpA*mut1 and BlpIin with the template pWH920 (Sprehe et al., 2007) carrying the mutant allele *ccpA*-R304W. Plasmids pWH2422-*ccpA*-M17R and pWH2422-*ccpA*-T62H were subcloned in pWH2422 from pWH1541-*ccpA*-M17R (Sprehe et al., 2007) and pWH144-*ccpA*-T62H via the restriction sites XbaI and ClaI. Plasmid pWH144-*ccpA*-T62H was isolated from a plasmid pool of a randomization of T62. The randomization was done by a two-step PCR mutagenesis using the primers *ccpA*mut1, BsuT62rand, and hisbam.

Natural competent *B. subtilis ccpA::spec* (strain DOW41 in Table 1) cells were transformed with the resulting pWH2422-*ccpA* mutant plasmids as described before (Harwood and Cutting, 1990), and plated on LB-agar plates supplemented with 2 μg/ml erythromycin. Colonies were checked for plasmid integrity with primers pUP19 and pRev19.

### DNA microarray analyses

Lysogeny Broth (LB), supplemented with 2 μg/ml erythromycin when necessary, was inoculated with *B. subtilis 168 trpC2* strains from -80°C and grown overnight at 200 rpm at 37°C. Next morning, the cells were diluted to an OD_600_ of 0.04 in fresh LB with 2 μg/ml erythromycin and 1% (w/v) glucose and grown at 200 rpm and 37°C until the OD_600_ was 0.3. Now 100 ml of cell culture was harvested by centrifugation (6000 rpm, 5 min) and used for RNA isolation. Cell pellets were resuspended in 400 μl TE (DEPC) buffer, and transferred to screw-cap tubes with 0.5 g glass beads (<106 microns, Sigma), 50 μl 10% SDS and 500 μl phenol/chloroform:IAA (a 1:1 pre-made mixture of phenol acid and chloroform:IAA (24:1); from this mixture the organic phase was used). The screw-capped tubes were placed in a bead beater for two times 1 min to lyse the cells. Total RNA was isolated with the High Pure RNA Isolation Kit (Roche). The RNA concentration was measured with the NanoDrop (ND-1000 spectrophotometer, NanoDrop Technologies) and the quality was checked on a 1% agarose gel supplemented with 1% bleach.

Superscript III Reverse Transcriptase (Invitrogen) and 20 μg of total RNA were used for cDNA synthesis as described before (Lulko et al., 2007). Aminoallyl labeled cDNA was labeled with DyLight550 or DyLight650 (Thermoscientific). Now cDNA from *B. subtilis ccpA*-wt cells and cDNA from *B. subtilis ccpA*-mutant cells were mixed in a 1:1 ratio and hybridized overnight on home-made DNA microarray aminosilane glass slides (Lulko et al., 2007). Hybridization of cDNA on home-made slides was done three times with cDNA from three independent experiments, and the third time the dyes were swapped (see the NCBI GEO submission GSE69575 for details).

Slides were washed, dried and scanned with a GenePix 4200AL scanner (Axon Instruments, CA, USA). The images of the scans were analyzed with ArrayPro4.5 (Media Cybernetics Inc., Md, USA).

Further analysis was done with PrePrep (van Hijum et al., 2003), Prep, PostPrep and Cyber-T (van Hijum et al., 2005) as described before (Lulko et al., 2007; Marciniak et al., 2012).

Bayes *p*-values were used to calculate the significance and average spot intensity values were used to calculate the fold change of gene expression as described before (Long et al., 2001; Marciniak et al., 2012). Results shown here are the average of two biological replicates and a technical replicate (dye-swap). Only genes with a Bayes *p*-value smaller than 0.001 and a fold change larger than 1.7 or smaller than -1.7 were used for further analysis.

The microarray data is available at the NCBI GEO database (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE69575.

### Western blotting

*B. subtilis* cells harboring the plasmids with a *ccpA* mutant were grown as described above. Two milliliters of cells were harvested by centrifugation (5min, 10,000 rpm) at an OD_600_ of 0.3. The pellets were resuspended in 200 μl 50 mM Tris-Cl pH 7.4, a spatula tip of glassbeads (<106 microns, Sigma) was added and subsequently cells were lysed by mini-bead beating (two times 1 min, Mini-Beadbeater-16, Biospec products). After centrifugation (5 min, 10,000 rpm) the supernatant was transferred to a clean tube. Total protein was measured with the DC Protein Assay (BioRad) to ensure that equal amounts of protein were used. 30 μl of 2x SDS loading buffer was added to 20 mg of total protein in a volume of 30 μl and heated for 5 min at 90°C before loading on a 12% SDS-PAGE gel. After electrophoresis, the proteins were transferred to a PVDF membrane (60 min, 80 mA). The PVDF membrane was incubated in PBST + 5% (w/v) skim milk at 4°C overnight. Next morning, the PVDF membrane was washed three times10 min with PBST and subsequently incubated at room temperature for 2 h in PBST + 5% skim milk + 1:10,000 dilution of anti-CcpA antibody (Kuster et al., 1996). The membrane was again washed three times 10 min with PBST and then incubated 1.5 h in PBST + goat-anti-rabbit Ig-horseradish peroxidase (Amersham Biosciences) at room temperature. Now the membrane was washed two times 10 min with PBST. 2 ml of ECL detection reagent (GE Healthcare) and the Molecular Imager ChemiDoc XRS+ (BioRad) were used for signal visualization.

## Results

### Expression levels of the CcpA mutant proteins

The expression levels of the different CcpA proteins were verified by Western blotting with anti-CcpA antibody before starting with the transcriptome analysis. Therefore, cell free extracts from *B. subtilis* harboring the plasmids with the *ccpA* mutants were loaded on a SDS-PAGE gel, transferred to a membrane and incubated with anti-CcpA antibody (Figure 1B). The DC Protein Assay (BioRad) was used to measure the total protein concentration in the cell free extract; this was used to ensure loading equal amounts of total protein on the gel. The *ccpA* on the pWH plasmid was expressed under the control of its native promoter, but despite the low copy number of the plasmid the amount of CcpA was higher than in wildtype *B. subtilis* (Figure 1B). The increase in CcpA expression from this plasmid has been observed before (Sprehe et al., 2007). The expression of the CcpA mutants from plasmid were all very similar, so the observed changes in gene expression in the microarray are most likely due to the mutation in CcpA and not due to changes in the expression level. No CcpA was detected in the *ccpA* knockout strain, indicating the successful removal of the gene (Figure 1B). An unspecific band around 45 kDa was observed for all variants, which was not related to CcpA because it was also visible in the knockout strain and not related to the inserted plasmid because it was also visible in the wildtype strain.

The effects of the CcpA knockout and of the point mutations in the CcpA protein (M17R, T62H, or R304W) were studied on the transcriptome level at the early exponential growth phase (OD_600_ of 0.3) and always compared to the transcriptome of *B. subtilis pWH-ccpA-*wildtype. 

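The ΔCcpA strain and the strains with CcpA-M17R, CcpA-T62H or CcpA-R304W were each compared with the CcpA-wt strain on 2-colour DNA microarrays, in LB + 1% glucose and in LB. This gave 8 comparisons of 3 arrays each. On every array cDNA from a mutant was hybridized together with cDNA from CcpA-wt, and in each comparison 2 arrays had one dye orientation and 1 array the other. The authors deposited the spot and local background intensities of 12885 spots per array as quantified, without background correction, and a table of their own log10 ratios with 1 value per gene and array. The spot intensities were used here. Their background was corrected by the normexp method with an offset of 50, the log2 ratio of mutant over CcpA-wt was normalized by loess within each array, and the 3 spots of a gene were averaged, which left 4106 genes. All 24 arrays entered one linear model in limma with a coefficient for each mutant and medium. A gene was called when its unadjusted p-value was below 0.001 and its fold change above 1.7 in either direction, the thresholds of the methods. Adjusted p-values are those of Benjamini and Hochberg over the genes of a comparison. The methods name 3 independent experiments with the dyes swapped the third time, and also 2 biological replicates with a technical dye-swap, and the 3 arrays were taken as 3 measurements. The number of arrays limits the precision of every value. The median signal less background, a difference in intensity, was taken per comparison. It was 114 to 243 in LB + 1% glucose. In LB it was 38.2 to 55.7 for ΔCcpA, CcpA-M17R and CcpA-T62H, and 2447 for CcpA-R304W. As a ratio, spot over background in Cy3 had medians of 2.19, 1.49 and 6.10 on the arrays of CcpA-R304W in LB. On the other arrays it was 1.60 to 7.76.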

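For CcpA-R304W in LB the deposited ratios run opposite to the dye labels of the arrays. Their correlation across genes with the log10 ratio of Cy5 over Cy3 was -0.889, 0.803 and -0.895 on arrays that by their labels held the mutant in Cy5, Cy3 and Cy5. The direction of the Supplementary File was used for this comparison. By the dye labels every sign in it is the opposite.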

All strains were grown in LB, either in the presence or absence of 1% glucose. Our goal was to study whether all genes of the regulon will be up- or down-regulated equally or in a differential way. The results will be presented for each mutant separately in the sections below.

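The *ccpA* gene (BSU29740) is deleted in the ΔCcpA strain. Its log2 ratios on the ΔCcpA arrays in LB + 1% glucose were -1.37, -1.08 and -0.28, with a mean of -0.91 (SD 0.57, n = 3 arrays, adjusted p = 0.0488 from limma). In LB they were -0.12, -2.10 and -1.15, with a mean of -1.13 (SD 0.99, n = 3 arrays, adjusted p = 0.0533 from limma). The gene was called in LB, and in LB + 1% glucose it missed the unadjusted threshold. In LB it was no longer called without array 14 or without array 15, and in LB + 1% glucose it was called without array 3. In the strains with a CcpA variant its mean log2 ratio lay between -0.07 and 0.42 and it was not called.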

### The gene regulation of CcpA knockout compared to wildtype CcpA

The *ccpA* knockout strain had an altered gene regulation for 216 genes when the strain was grown in LB + 1% glucose (**Table 5**, Supplementary File, Sheets 1–3). 

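In LB + 1% glucose 75 genes were called in the ΔCcpA strain, and all of them are in the paper's list for this comparison with the same sign. Without a limit on the fold change, 120 genes had an adjusted p below 0.05 from limma and 487 an unadjusted p below 0.05. Of the alternatives tried, a separate fit for each comparison gave the fewest called genes, 34, and the authors' log10 ratios in place of the spot intensities gave the most, 152. Without array 1, 47 genes were called.

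**Figure D1:**
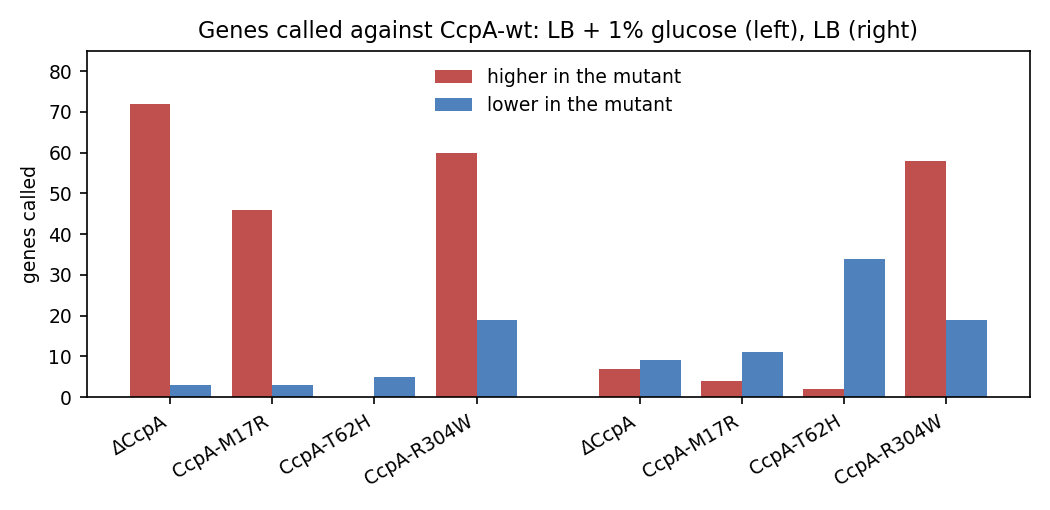
Number of genes called per comparison (vertical axis), higher (red) or lower (blue) in the mutant than in CcpA-wt, from 3 arrays each, with LB + 1% glucose on the left and LB on the right. The bars reach 72 genes higher for ΔCcpA in LB + 1% glucose and 34 genes lower for CcpA-T62H in LB, and the direction for CcpA-R304W in LB is that of the Supplementary File.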

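The log2 ratios of the genes called in the ΔCcpA strain in LB + 1% glucose reached 4.99, and the median of their size was 1.22. The highest belonged to the ribose genes *rbsA*, *rbsB* and *rbsR* (BSU35940, BSU35960 and BSU35910). Their SDs on 3 arrays were 0.96, 0.51 and 0.62, and their adjusted p-values from limma 1.95e-05, 8.84e-07 and 3.26e-07. The 7 genes tested for arginine catabolism were all higher, with a median log2 ratio of 2.02 that stayed positive under each scaling tried.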

There is a large variety in the fold changes between the differentially regulated genes, confirming that the strength of transcriptional activation or repression by CcpA differs for each regulon. The expression of 189 of these genes was upregulated, confirming that CcpA mainly functions as a repressor. 61 of these 216 genes were members of the originally annotated CcpA regulon which consists of 213 genes (Mäder et al., 2012; Subtiwiki, 2014). 

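Of the genes called in the ΔCcpA strain in LB + 1% glucose, 3 were lower than in CcpA-wt and 96% were higher. The lower ones were *aroH*, *opuAC* and *moaB*, with log2 ratios of -0.88, -0.86 and -0.77. From the number of upregulated genes the paper concludes that CcpA functions mainly as a repressor.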

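The regulon list of Sheet 7 was matched to the arrays by gene name, or by locus tag where the name differed, and 188 of its 212 locus tags were tested. Locus tags could be matched only through the paper's own lists of altered genes, which may raise the enrichment. How many genes were matched in this way was not counted. Of these, 28 were called in the ΔCcpA strain in LB + 1% glucose, all higher in the mutant. They make up 37.3% of the called genes and 14.9% of the regulon genes tested. Against all tested genes the odds ratio was 14.4 (Fisher's exact test, one-sided, adjusted p = 5.67e-19 over the 8 comparisons). Over the whole list, 142 genes had a positive log2 ratio and the median was 0.19.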

The CcpA regulon as listed in SubtiWiki has been compiled from different papers (personal communication with Jörg Stülke, Göttingen, Germany) and might also contain indirectly regulated genes. Categorizing these 216 genes into COGs showed that most genes were from the groups Energy production and conversion and Carbohydrate transport and metabolism (**Figure 3**). 

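Sheets 9 and 10 give a COG category to 414 genes, all of them genes the paper lists as altered, so the categories were tallied and not tested. Of the genes called in the ΔCcpA strain in LB + 1% glucose, 55 had a category. Energy production and conversion held 16 and Carbohydrate transport and metabolism 13, all higher in the mutant. Amino acid transport and metabolism held 6, of which 4 were higher.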

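In LB 16 genes were called in the ΔCcpA strain, all of them in the paper's list with the same sign. Without a limit on the fold change, 10 genes had an adjusted p below 0.05 from limma. Plain subtraction of the background, which adds no offset, gave 50 called genes. The offset is about as large as the median signal less background on these arrays, 45.5. Of the regulon genes tested, 3 were called (odds ratio 4.87, 8.38 without array 13 and 15.9 without array 14, one-sided Fisher's exact test, adjusted p = 0.0389), and with a separate fit for each comparison none of the 2 called genes belonged to the regulon.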

When the *ccpA* knockout strain was grown in LB then the expression of 89 genes was changed (**Table 5**, Supplementary File, Sheets 4–6), of which 31 genes belong to the CcpA regulon as listed in SubtiWiki. 

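Of the genes called in the ΔCcpA strain in LB, 7 were higher than in CcpA-wt and 9 were lower. The highest log2 ratios were those of *ldh*, *mtlD* and *rocA*, at 2.92, 2.55 and 2.23, and the lowest those of *yjdF*, *glpD* and *bglA*, at -3.87, -2.18 and -1.67. The 3 regulon genes among them were all lower. Over the whole regulon list, 110 of 188 genes had a positive log2 ratio and the median was 0.01. With the authors' log10 ratios 43 called genes were higher and 26 lower. The count of called genes was 7 without array 14 and 25 without array 13.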

55 genes were more abundant now compared to CcpA-wt, showing that CcpA was still active in the absence of glucose because those 55 genes were repressed by CcpA-wt. Most genes can be categorized again in Energy production and conversion and Carbohydrate transport and metabolism (**Figure 3**). 

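In LB 12 of the genes called in the ΔCcpA strain had a COG category. Carbohydrate transport and metabolism held 6, of which 5 were lower in the mutant, and Energy production and conversion 3, of which 2 were higher.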

The findings from the *ccpA* knockout strain served as a reference to interpret the results from the CcpA-mutants. Our main questions were: are the CcpA-mutants more or less active in repression or activation than the wildtype? Are all genes affected to similar extents or in a differential way?

### The gene regulation of CcpA-M17R compared to wildtype CcpA

Most likely CcpA-M17R lost part of its capacity to repress genes, as can be concluded from the large number of derepressed genes. 

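The CcpA-M17R and ΔCcpA strains were compared with each other as a contrast in the same linear model. In LB + 1% glucose 21 genes differed at the unadjusted thresholds, 20 of them lower in CcpA-M17R, and 9 genes passed an adjusted p of 0.05 from limma together with the fold change. For the 6 genes of the *rbs* operon the log2 difference of CcpA-M17R minus ΔCcpA lay between -4.73 and -2.81. In LB 9 genes differed and 0 passed the adjusted p from limma, while 117 had an unadjusted p below 0.05. A separate fit gave 1 gene there and a fit with a dye coefficient 14. This number was 14 without array 13 and 4 without array 14.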

The gene regulation of the CcpA-M17R mutant differed significantly from the ΔCcpA mutant. 

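In LB + 1% glucose 15 genes were called in both CcpA-M17R and ΔCcpA, all with the same sign. The other 34 genes called for CcpA-M17R, or 69.4%, were not called for ΔCcpA. Across all genes, which are not independent replicates, the log2 ratios of the strains correlated with r = 0.541. In 50 simulated data sets with no changed gene but CcpA-wt values shared by the comparisons, the mean overlap was 0.143 genes, the largest 2, and the mean correlation 0.498.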

Of the genes that were affected by CcpA-M17R 53% differed from the genes that were affected in the ΔCcpA strain (Figure 2A and Supplementary File, Sheet 2). The number of affected genes was smaller (**Table 5**) indicating that the function of the CcpA-M17R mutant was similar to the CcpA-wt, but with lowered affinity for most binding sites. When the CcpA-M17R mutant strain was grown in LB + 1% glucose the gene regulation for 129 genes (115 up and 14 down) differed from CcpA-wt (**Table 5**, Supplementary File, Sheets 1–3). 

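For CcpA-M17R in LB + 1% glucose 49 genes were called, 46 higher and 3 lower than in CcpA-wt. All are in the paper's list with the same sign. The highest log2 ratios were those of *rocA*, *rocD* and *csbD*, at 2.53, 2.31 and 2.12, and the lower genes were *yqjE*, *pyrE* and *yckB*, between -0.82 and -0.78. Without a limit on the fold change, 69 genes had an adjusted p below 0.05 from limma. The count rests on single arrays, since it was 12 without array 4, 82 without array 5 and 21 without array 6. The called genes include 20 from a list of general stress genes written from general knowledge, against 12 from the regulon. From the number of derepressed genes the paper proposes that CcpA-M17R lost part of its capacity to repress genes.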

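The regulon contributed 12 of the genes called for CcpA-M17R in LB + 1% glucose, or 24.5%, all higher in the mutant (odds ratio 7.15, 15.2 without array 4 and 13.3 without array 6, one-sided Fisher's exact test, adjusted p = 2.01e-06).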

Only 27 of these genes belonged to the CcpA regulon from SubtiWiki. 

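A COG category was given to 33 of the genes called for CcpA-M17R in LB + 1% glucose. Energy production and conversion held 7 and General function prediction 6, all higher in the mutant. Signal transduction mechanisms held 4, of which 3 were higher.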

Especially genes from COG categories: [C] Energy production and conversion, [R] General function prediction, and [T] Signal transduction mechanisms showed a weaker regulation by CcpA-M17R (Figure 3).

**Figure 2:**
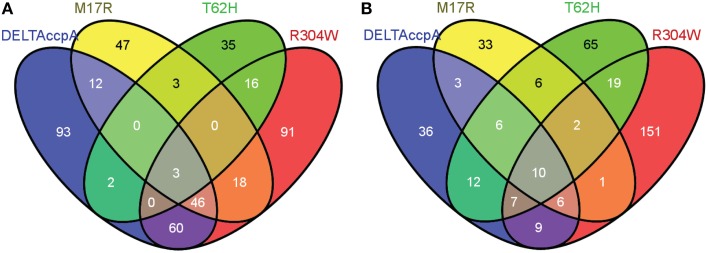
**Venn diagram showing the genes that were differentially regulated in each one of the CcpA mutant strains**. Numbers represent the genes that were differentially regulated in each CcpA mutant strain. Only genes with a fold change larger than 1.7 or smaller than -1.7 were used in the analysis. **(A)** Overview of the differentially regulated genes when the strains with the CcpA mutant were grown on LB + 1% glucose (see also Supplementary File, Sheet 2). **(B)** Overview of the differentially regulated genes when the strains with the CcpA mutant were grown on LB (see also Supplementary File, Sheet 5). Venn diagrams were made via http://bioinfogp.cnb.csic.es/tools/venny/. More detailed information on up- or down-regulated genes is shown in Table 4.

**Figure 3:**
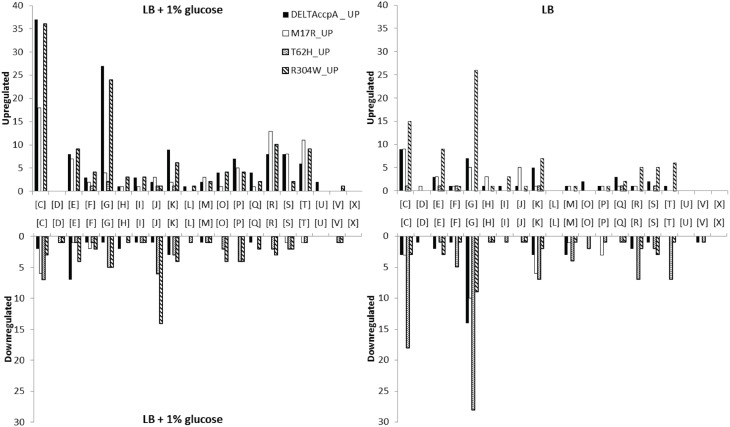
**All differently regulated genes were categorized in Clusters of Orthologous Groups (COGs)**. [C] Energy production and conversion; [D] Cell cycle control, cell division, chromosome partitioning; [E] Amino acid transport and metabolism; [F] Nucleotide transport and metabolism; [G] Carbohydrate transport and metabolism; [H] Coenzyme transport and metabolism; [I] Lipid transport and metabolism; [J] Translation, ribosomal structure and biogenesis; [K] Transcription; [L] Replication, recombination and repair; [M] Cell wall/membrane/envelope biogenesis; [O] Posttranslational modification, protein turnover, chaperones; [P] Inorganic ion transport and metabolism; [Q] Secondary metabolites biosynthesis, transport and catabolism; [R] General function prediction only; [S] Function unknown; [T] Signal transduction mechanisms; [U] Intracellular trafficking, secretion, and vesicular transport; [V] Defense mechanisms; [X] No prediction. Categorization of genes was done on the MolGen server (http://server.molgenrug.nl/index.php/functional-analysis) (see also Supplementary File, Sheets 9, 10).

When the CcpA-M17R mutant strain was grown on LB then 67 genes (38 up and 29 down) had a changed gene regulation compared to CcpA-wt (**Table 5**, Supplementary File, Sheets 4–6). Nineteen of these genes belonged to the CcpA regulon from SubtiWiki. 

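In LB 15 genes were called for CcpA-M17R, 4 higher and 11 lower than in CcpA-wt, and 14 of them are in the paper's list with the same sign. The highest were *rocA*, *rocF* and *ykrT*, with log2 ratios of 2.17, 1.50 and 1.24, and the lowest *yjdF*, *manA* and *manP*, with -3.88, -2.31 and -1.89. The share of higher genes depends on the processing: it was 26.7%, 55% with loess within the printed blocks and 69.4% with the authors' log10 ratios. Array 18 correlated across genes with the other arrays of this comparison at -0.116 and -0.289, and without it 31 genes were called.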

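In LB 6 of the genes called for CcpA-M17R belonged to the regulon, 1 higher and 5 lower in the mutant (odds ratio 14.3, 5.13 without array 18, one-sided Fisher's exact test, adjusted p = 4.02e-05).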

Mainly genes from COG categories: [C] Energy production and conversion, [G] Carbohydrate transport and metabolism, and [J] Translation, ribosomal structure and biogenesis showed a weaker regulation by CcpA-M17R (Figure 3). 

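Among the genes called for CcpA-M17R in LB, 11 had a COG category. Carbohydrate transport and metabolism held 5, all lower in the mutant, and Energy production and conversion 4, of which 2 were lower. No called gene was in Translation, ribosomal structure and biogenesis.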

The uniquely affected genes for CcpA-M17R in LB with and without glucose are shown in Table 4.

**Table 4:** **Genes shown here were uniquely up- or downregulated in only one of the CcpA mutants in comparison to CcpA-wt; either in LB + 1% glucose (left side) or in LB without glucose (right side)**.

**LB** + **1% glucose**						**LB without glucose**						
**CcpA-M17R**		**CcpA-T62H**		**CcpA-R304W**		**CcpA-M17R**		**CcpA-T62H**		**CcpA-R304W**		
**47**		**35**		**91**		**33**		**65**		**151**		
**43** **Up:**	**4** **Down:**	**8** **Up:**	**27** **Down:**	**42** **Up:**	**49** **Down:**	**22** **Up:**	**11** **Down:**	**9** **Up:**	**56** **Down:**	**112** **Up:**		**39** **Down:**
citT	glpD	manA	bdbB	acuA	abrB	fliM	cspB	gltC	acoA	abfA	ydzA	alsS
ctc	pyrE	manP	csfB	ald	ahpF	glyQ	dacA	hag	bdbA	acsA	yesL	cgeA
cydA	yckB	manR	dppC	amyE	aroE	hemC	feuA	ilvH	bdbB	amyE	yesM	cotV
cydB	yqjE	pyrC	fhuD	ansB	cspB	icd	flgE	purQ	csbA	araB	yesN	coxA
cydC		yjdF	gudB	bdbA	cspC	lytB	glpP	ydcS	csbC	araD	yfiD	cwlD
gtaB		yjdG	hbs	bofC	ctsR	mdh	pstC	yhfC	csbD	citM	yfiE	leuB
gutR		ynaF	lrpB	dctP	efp	oppD	yaaN	ykoL	dra	csbX	yfiH	leuS
icd		yydJ	nagP	dhaS	fabF	pdhC	yddT	yomL	etfA	cstA	yfmN	nin
ldh			spo0M	drm	frr	pgi	ydfF	ywnJ	etfB	ctaD	ygaO	opuE
mcsA			sunA	etfB	ftsH	pgk	ydjM		galT	dctB	yhaS	pta
mcsB			ugtP	hemC	gltP	pgm	yybN		glpF	dctR	yhaX	sigE
mrgA			ycnI	katE	leuD	rplE			gntP	fabHB	yhfW	spoIIIAC
mrpB			ycnK	kdgK	maeN	rplF			gspA	fbaB	yisK	spoVAA
oppA			yeeG	kdgT	mntH	rpsK			kipR	glpT	yjdB	ssb
phrK			yezE	mmsA	rplQ	rpsS			melA	hutH	ykuN	ybcD
smf			yfhC	narG	rpmB	tpiA			mleA	hxlA	ykzA	ybcH
spo0E			yfmQ	nupC	rpmF	yaaD			mleN	iolC	ykzE	ybcM
treP			yhdN	punA	rpmGB	ykrS			nagP	iolH	yocF	yckE
xpaC			yisQ	qcrA	rpsO	ykrT			ndk	iolI	yocG	ycxC
ydaD			yjbD	qoxB	rpsT	ylbQ			nhaX	kbl	yomT	ydfR
ydaS			yjeA	recO	smpB	yvfV			nupC	kdgA	yomZ	ydjE
ydaT			yjmF	resA	sspE	yvzB			odhA	kdgK	yonE	yesS
ydbD			ylqC	resB	yabR				odhB	kdgT	yonH	yezD
ydhK			yodC	resC	ybaR				pdp	lacA	yonK	yfhC
yebE			yoeB	resD	yccG				rpsC	lcfA	yopY	yhcA
yfhD			yozB	resE	yceJ				rsbV	malL	yoqF	yhcB
yfkJ			yxkO	rocC	yczH				rsbW	mtlR	yoqS	yhcC
yhzC				rplF	ydaH				rsbX	pel	yosB	yhjB
yjcG				sunT	ydgB				sdhA	phrC	yosD	yitJ
ykrS				ydhP	ydgF				sdhB	qcrB	yosJ	yjbD
yoqZ				yfiD	ydhB				sunT	qcrC	ypiF	yjeA
yoxC				yhfD	yebC				treR	rocB	ypzC	yocN
ytiA				yolJ	yfjT				ybyB	rocC	yqaD	yodC
ytzE				yoqX	yhbJ				ydaG	sacB	yqcK	yqaS
yuaF				ypwA	yhcB				ydhM	senS	yqkK	yqbM
yuaI				yraO	yjhB				ydhT	spoIIIAH	yqzG	yurO
yuiD				yrkA	ykoA				yfhD	sspO	yraO	yurP
yvaA				ysiA	ylaG				yflT	tyrZ	yrhP	yutK
ywfC				ytxE	yodJ				yhaP	xepA	ytcP	yvgW
ywmE				yuxI	yqeY				yolJ	xhlB	yteQ	
ywzA				ywiE	yqjL				yoxC	xkdH	ytlI	
yxiS				ywmA	yrvM				yqhA	xkdK	yugM	
yxzF					yuiF				yqhB	xkdN	yugN	
					yusG				ysbA	xkdO	yukJ	
					yutF				ysbB	xkdT	yulD	
					yuzG				ytiA	xkdV	yuxI	
					yvsH				ytxJ	xkdW	yvcA	
					yvzC				yvdI	xkdX	yvdJ	
					ywrK				yvdR	xsa	yveN	
									ywiE	xtmB	yvfL	
									ywjB	ycbO	yvfM	
									ywjC	ycbR	ywdC	
									ywqI	ycgB	ywmA	
									yxaI	ycsA	ywsA	
									yxiE	ydhN	yxeI	
									yxnA	ydhS	yxjC	

Up means: these genes are more abundant (i.e., less repressed) in the CcpA-mutant than in CcpA-wt. Down means: these genes are less abundant (i.e., more repressed) in the CcpA-mutant than in CcpA-wt. The numbers refer to Figures 2A,B and represent the number of uniquely up- or down-regulated genes per CcpA-mutant.

### The gene regulation of CcpA-T62H compared to wildtype CcpA

The CcpA-T62 is important for signal transduction from the HPr-Ser46-P interaction interface to the DNA binding domain (Schumacher et al., 2011). CcpA-T62H was found to be a stronger repressor. 

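For CcpA-T62H in LB + 1% glucose 5 genes were called, all lower than in CcpA-wt and all in the paper's list with the same sign. They were *rplT*, *rplL*, *rpmA*, *hbs* and *ylqC*, with log2 ratios from -1.19 to -0.83. At an adjusted p of 0.05 from limma together with the fold change 0 genes were called, while 125 had an unadjusted p below 0.05. The Cyber-T style test called 17 genes on spots and 4 on array means. The direction depends on the processing, since centring on the median in place of loess called 3 genes, all higher in the mutant, and plain background subtraction 4, of which 3 were higher. The number of called genes was 2 without array 7, 9 without array 8 and 3 without array 9.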

When the CcpA-T62H mutant strain was grown in LB + 1% glucose then only 9 genes were upregulated, but 50 genes were repressed (Table 5, Supplementary File, Sheets 1–3). 

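No gene was called by limma both for CcpA-T62H and for ΔCcpA in LB + 1% glucose, and the Cyber-T style test on spots gave 1 shared gene. An unadjusted p below 0.05 in both was found for 22 genes. The log2 ratios of the strains correlated across genes with r = 0.0576. As a contrast, 44 genes differed between them, 41 of them lower in CcpA-T62H, and 33 passed the adjusted p of 0.05 from limma together with the fold change. The number of differing genes was 29 without array 8.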

Only 5 of these 59 genes were also found in the ΔCcpA strain, the other 54 genes did not have an altered regulation in the ΔCcpA strain (Figure 2A). The uniquely affected genes for CcpA-T62H are shown in Table 4. 

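Of the genes called for CcpA-T62H in LB + 1% glucose, 3 were in Translation, ribosomal structure and biogenesis, 1 in Replication, recombination and repair and 1 in General function prediction. The 53 genes for ribosomal proteins did not pass as a set (limma's fry test, two-sided, adjusted p = 0.635), with 27 of them higher and a median log2 ratio of 0.00. With centring on the median that median was 0.41. The camera test with its preset correlation gave an adjusted p of 0.000212 for a decrease, a call that fry does not hold.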

Genes from COG categories [C] Energy production and conversion, [G] Carbohydrate transport and metabolism, [J] Translation, ribosomal structure and biogenesis, and [P] Inorganic ion transport and metabolism showed a stronger regulation by CcpA-T62H (Figure 3). Only 3 of the 59 genes belonged to the CcpA regulon from SubtiWiki. 

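The median log2 ratio of the regulon genes for CcpA-T62H in LB + 1% glucose was -0.02, with 72 of the 188 positive. By limma 0 of them were called, while 1 had an unadjusted p below 0.05, and by the Cyber-T style test 1 was called on spots and 1 on array means.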

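For CcpA-T62H the ratio to CcpA-wt was compared between the media as a contrast. It differed for 22 genes, 20 of them with a lower ratio in LB than in LB + 1% glucose, and 12 genes passed an adjusted p of 0.05 from limma together with the fold change. The first number was 13 without array 9 and 14 without array 19.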

When the CcpA-T62H strain was grown in LB without glucose then the regulatory effect of CcpA-T62H was even stronger than in LB + 1% glucose (Table 5, Supplementary File, Sheets 4–6). In LB without glucose there were 12 genes up- and 115 genes down-regulated (Figure 2B, Table 5, Supplementary File, Sheets 4, 5) and 55 of them belonged to the CcpA regulon from SubtiWiki. 

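For CcpA-T62H in LB 36 genes were called, 2 higher and 34 lower than in CcpA-wt, and 35 of them are in the paper's list with the same sign. The higher ones were *ldh* and *yomL*, with log2 ratios of 2.48 and 0.93, and the lowest *glpD*, *bglH* and *glpK*, with -2.86, -2.83 and -2.71. Of the called genes 25, or 69.4%, belonged to the regulon, all lower in the mutant (odds ratio 54.5, 28.6 without array 21, one-sided Fisher's exact test, adjusted p = 2.09e-25). From the number of down-regulated genes the paper proposes that CcpA-T62H is a stronger repressor than CcpA-wt.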

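A COG category was given to 28 of the genes called for CcpA-T62H in LB. Carbohydrate transport and metabolism held 14, all lower in the mutant, and Energy production and conversion 6, of which 5 were lower. Transcription and Signal transduction mechanisms held 3 each, all lower.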

Genes from COG categories [C] Energy production and conversion, [G] Carbohydrate transport and metabolism, [K] Transcription, [M] Cell wall/membrane/envelope biogenesis, [R] General function prediction only, and [T] Signal transduction mechanisms showed a stronger regulation by CcpA-T62H (Figure 3).

**Table 5:** **The number of genes with altered regulation for each mutant compared to CcpA-wt as found in this transcriptomics study**.

	**LB + 1% glucose**		**LB**	
	**Up**	**Down**	**Up**	**Down**
ΔCcpA	189	27	55	34
CcpA-M17R	115	14	38	29
CcpA-T62H	9	50	12	115
CcpA-R304W	165	69	155	51

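Over the 4 mutants, 152 different genes were called in LB + 1% glucose and 117 in LB, and 45 in both media. The number for LB was 216 without array 24.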

In total, 426 different genes had an altered regulation on LB + 1% glucose and 366 different genes had an altered regulation on LB without glucose (see also Figure 2).

### The gene regulation of CcpA-R304W compared to wildtype CcpA

The arginine on position 304 is important to contact the Ser46-P of HPr. 

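For CcpA-R304W in LB + 1% glucose 79 genes were called, 60 higher and 19 lower than in CcpA-wt, and 72 of them are in the paper's list with the same sign. The highest log2 ratios were those of *rbsR*, *rbsB* and *ywsB*, at 3.31, 3.25 and 3.23, and the lowest those of *ypsB*, *rpsR* and *rpsI*, at -1.56, -1.41 and -1.24. The regulon held 29 of the called genes, all higher in the mutant (odds ratio 14.1, 8.80 without array 10, one-sided Fisher's exact test, adjusted p = 3.23e-19). Without array 11, 38 genes were called.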

We hypothesized that the CcpA-R304W had a reduced affinity for the glucose sensor protein HPr-Ser46-P but there is still a large number of affected genes (165 up and 69 down) when the strain was grown in LB + 1% glucose. When the CcpA-R304W strain was grown in the absence of glucose the number of affected genes was almost as high; there were 206 genes affected (155 up and 51 down) of which 151 genes were unique for CcpA-R304W (Figures 2A,B, Table 5 and Supplementary File, Sheets 4–6). 

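In LB 77 genes were called for CcpA-R304W, 58 higher and 19 lower in the direction of the Supplementary File, and 19 higher and 58 lower by the dye labels. In the former direction 70 are in the paper's list with the same sign. Of all 77 called genes, 66 had no call in any other mutant in LB. Without a limit on the fold change, 433 genes had an adjusted p below 0.05 from limma. The highest log2 ratios were those of *rocG*, *rocD* and *glpT*, at 2.68, 2.35 and 2.33, and the lowest those of *manP*, *manA* and *manR*, at -3.35, -3.01 and -1.69. Without array 24, 170 genes were called, 92 higher and 78 lower in the direction of the Supplementary File.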

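Of the genes called for CcpA-R304W in LB, 27 belonged to the regulon (odds ratio 13.0, 4.65 without array 24, one-sided Fisher's exact test, adjusted p = 1.33e-17). In the direction of the Supplementary File 24 of them were higher and 3 lower in the mutant, and by the dye labels the reverse.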

Fifty nine of the affected genes in LB only belonged to the CcpA regulon from SubtiWiki. 

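Genes called for both CcpA-R304W and ΔCcpA numbered 34 in LB + 1% glucose, all with the same sign, which is 45.3% of the genes called for ΔCcpA. In LB they were *bglA*, *manP*, *rocA*, *rocF* and *yyzE*, or 31.2% of those called for ΔCcpA, with the same sign in the direction of the Supplementary File and the opposite sign by the dye labels. *yyzE* was named after its values were seen. The log2 ratios of the strains correlated across genes with r = 0.732 in LB + 1% glucose and r = 0.234 in LB. Tested as a contrast, 5 genes differed between the strains in LB + 1% glucose and 0 passed the adjusted p of 0.05 from limma, while 184 had an unadjusted p below 0.05, a separate fit gave 1 and a dye coefficient 7. In LB 56 genes differed, 46 of them higher in CcpA-R304W, and 86 differed by the dye labels. Plain background subtraction gave 23 in LB, 12 of them among the 56, and a separate fit gave 30. The number of differing genes in LB + 1% glucose was 3 without array 2, 9 without array 3, 11 without array 12 and 8 without array 24. That in LB was 119 without array 24.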

The overlap of CcpA-R304W with ΔCcpA is much larger in the presence of glucose (109 genes), than in the absence of glucose (32 genes, compare Figures 2A,B) showing that the HPr dependent gene regulation of CcpA is disturbed, but not the HPr independent gene regulation of CcpA. Therefore, we can conclude that the role of HPr-Ser46-P is less pronounced for this mutant.

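The paper reasons from the overlap with ΔCcpA, which it finds larger in the presence of glucose than in its absence, to a less pronounced role of HPr-Ser46-P for CcpA-R304W. Without array 11 the overlap in LB + 1% glucose was 18 genes, and without array 14 that in LB was 2. With the authors' log10 ratios the overlaps were 60 and 19, and with plain background subtraction 40 and 12, settings that were not planned for overlaps.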

### Functional analysis of the affected genes

For a more detailed look on the differences between the CcpA mutants all genes with a different regulation were functionally analyzed by categorizing those genes into Clusters of Orthologous Groups (COGs) (Figure 3). When the cells were grown on LB + 1% glucose then genes for energy production and conversion [C] were upregulated in all mutants, except for CcpA-T62H. 

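Energy production and conversion held 17 genes called for CcpA-R304W in LB + 1% glucose, all higher in the mutant, and 0 for CcpA-T62H. The 9 genes of the ATP synthase, a set within this category, were all higher in ΔCcpA, with a median log2 ratio of 1.00 (limma's fry test, two-sided, adjusted p = 0.00710), and in CcpA-R304W, with a median of 1.38 (adjusted p = 0.000579 from limma). In CcpA-M17R all were lower, with a median of -0.42 (adjusted p = 0.480 from limma), and in CcpA-T62H 8 were higher, with a median of 0.35 (adjusted p = 0.587 from limma), and neither passed. The sign of these medians was the same under each scaling tried.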

Expression of genes for carbohydrate transport and metabolism [G] in ΔCcpA and CcpA-R304W showed the most difference. 

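Translation, ribosomal structure and biogenesis held 9 genes called for CcpA-R304W in LB + 1% glucose, all lower in the mutant. As a set, the genes for ribosomal proteins did not pass in this strain (limma's fry test, two-sided, adjusted p = 0.910). Their median log2 ratio was -0.04, with 26 of 53 higher, and the sign depends on the scaling, since centring on the median gave 0.21.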

CcpA-T62H and CcpA-R304W showed a down regulation of translation, ribosomal structure and biogenesis genes [J] (Figure 3, LB + 1% glucose). When the cells were grown on LB without glucose then the CcpA-T62H and CcpA-R304W strains had most differences in gene regulation for genes in energy production and conversion [C] and carbohydrate transport and metabolism [G] compared to CcpA-wt (Figure 3).

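For CcpA-R304W in LB, Energy production and conversion held 9 called genes, of which 8 were higher in the mutant, and Carbohydrate transport and metabolism 15, of which 8 were higher. These directions are those of the Supplementary File and turn by the dye labels.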

### Growth of the strains with the CcpA mutants on C-medium

A *ccpA* knockout strain shows a growth defect in glucose minimal medium (Faires et al., 1999; Fujita, 2009). Here we tested how the CcpA mutant strains performed in glucose minimal medium. In the strains with the CcpA mutants, some genes coding for proteins responsible for amino acid catabolism were deregulated. One of them was the gene *rocG* coding for glutamate dehydrogenase. Normally, the *rocG* gene is repressed by CcpA, but in both growth conditions used in this study and in strains with all CcpA variants except CcpA-T62H, the repression of *rocG* was released. 

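The *rocG* gene (BSU37790) was called in ΔCcpA in LB + 1% glucose, at a log2 ratio of 2.15 (SD 1.00, n = 3 arrays, adjusted p = 0.0180 from limma). It was also called in CcpA-R304W in LB + 1% glucose, at 2.58 (SD 1.43, n = 3 arrays, adjusted p = 0.00429 from limma), and in LB (SD 1.13, n = 3 arrays, adjusted p = 0.00131 from limma), there in the direction of the Supplementary File. It was not called in CcpA-M17R in LB + 1% glucose, at 1.19 (adjusted p = 0.379 from limma), in ΔCcpA in LB, at 0.70 (adjusted p = 1.00 from limma), or in CcpA-M17R in LB, at 1.83 (adjusted p = 0.204 from limma), although all 3 arrays were positive in each. With the authors' log10 ratios *rocG* was called in each of these. With plain background subtraction, which adds no offset, it was called in ΔCcpA and in CcpA-M17R in LB. In CcpA-T62H it was at -0.02 in LB + 1% glucose and at -0.05 in LB. The difference between CcpA-T62H and ΔCcpA was -2.17 in LB + 1% glucose and did not pass (adjusted p = 0.268 from limma, unadjusted p = 0.00554). The 7 genes for arginine catabolism, *rocG* among them, were all lower in that difference and passed as a set, in a test chosen after these values were seen (limma's fry test, two-sided, adjusted p = 0.00185). The call in ΔCcpA was lost without array 1 or 2, those in CcpA-R304W without array 11 or 24, and a call in CcpA-M17R in LB was gained without array 18. The paper states that the repression of *rocG* was released in the strains with all variants but CcpA-T62H.

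**Figure D2:**
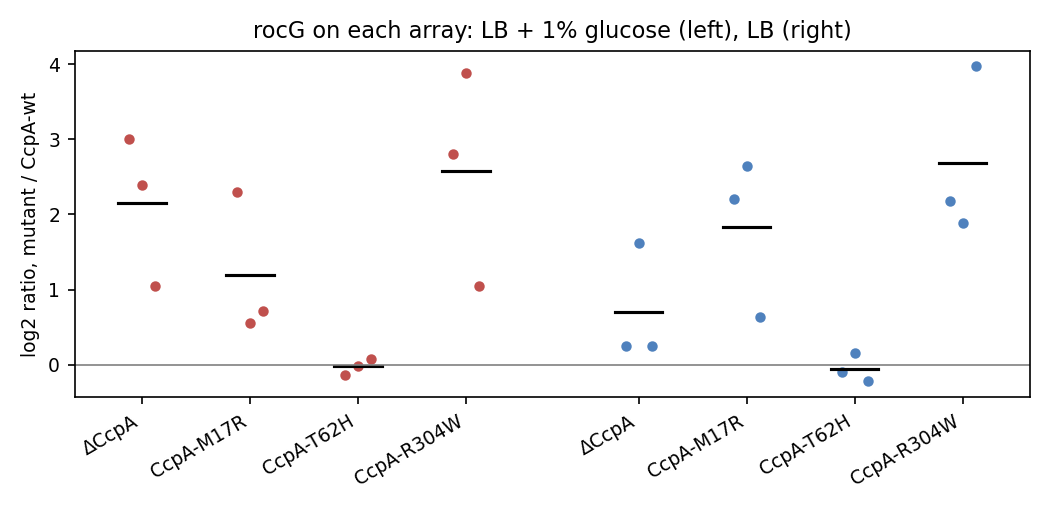
Log2 ratio of *rocG* in each mutant over CcpA-wt (vertical axis), with a point for each array and a line at the mean of 3 arrays, in LB + 1% glucose (red, left) and LB (blue, right). The points for CcpA-T62H lie between -0.22 and 0.16, and those for CcpA-R304W in LB have the direction of the Supplementary File.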

Higher levels of RocG decrease the level of glutamate, which impairs the growth of these strains on a glucose minimal medium (Fujita, 2009). The altered gene regulation of *rocG* caused a growth deficiency of the CcpA mutant strains on minimal medium, which was shown on C-medium agar plates for the strains with the ΔCcpA, CcpA-M17R, and CcpA-R304W mutations (Figure 4A). The CcpA-T62H strain still repressed the *rocG* expression and did not have a growth defect (Figures 4A,B). The growth deficiency of the mutants was almost fully restored to the same extent as CcpA-wt when the C-medium agar plates were supplemented with glutamate, except for CcpA-M17R (Figure 4B) and fully restored when the C-medium agar plates were supplemented with glutamate and branched chain amino acids (BCAA), except for CcpA-M17R (Figure 4C). The growth defect of the CcpA-M17R mutant strain was partially restored by the addition of glutamate (Figure 4B); however the addition of only glutamate was not enough. The remaining growth defect of the CcpA-M17R strain might be explained by the *pyrE* gene. 

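The *pyrE* gene (BSU15560) was called for CcpA-M17R in LB + 1% glucose, at a log2 ratio of -0.81 (SD 0.53, n = 3 arrays, adjusted p = 0.0415 from limma), with arrays at -1.25, -0.21 and -0.96. In the other 7 comparisons its log2 ratio lay between -0.29 and 0.25 and it was not called. The difference between CcpA-M17R and ΔCcpA in LB + 1% glucose did not pass at a log2 difference of -0.55 (adjusted p = 1.00 from limma), and the call was lost without array 4 or 6. The 12 genes for pyrimidine biosynthesis were all lower in CcpA-M17R, with a median of -0.43 (limma's fry test, two-sided, adjusted p = 0.0437). With each array left out in turn, 10 of 24 fits passed, and the adjusted p from limma reached 0.317 without array 4.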

PyrE is responsible for pyrimidine biosynthesis (Subtiwiki, 2014) and its gene expression was only down-regulated in the CcpA-M17R strain. This strain did not show a growth defect in LB because LB is rich in nucleotides from the yeast extract. Therefore the C-medium was also supplemented with uridine 5′-monophosphate in addition to glutamate and BCAA, but the growth defect of the CcpA-M17R mutant strain was not restored (Figure 4D). The residual growth deficiency remains elusive and is probably dependent on more additives.

**Figure 4:**
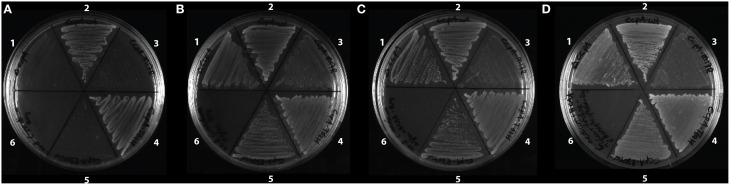
**Growth of the strains with the CcpA mutants (A) on C-medium, (B) on C-medium supplemented with glutamate, (C) on C-medium supplemented with glutamate and branched chain amino acids, and (D) on C-medium supplemented with glutamate, branched chain amino acids and uridine 5′-monophosphate**. All strains are *B.subtilis* ccpA::spec and strain 2-5 have ccpA on a plasmid. 1, ΔccpA; 2, ccpAwt; 3, ccpA-M17R; 4, ccpA-T62H; 5, ccpA-R304W; 6, empty.

### Examination of cre sites for analysis of CcpA-M17R

The methionine on position 17 in CcpA is involved in DNA binding, therefore the sequence of the *cre* site could play a role in the gene regulation by CcpA-M17R. Unfortunately, not all genes affected by CcpA-M17R could be taken into account, because many genes have no *cre* site; they are subjected to indirect control by CcpA (Ludwig et al., 2002; Görke and Stülke, 2008; Marciniak et al., 2012). All known *cre* sites for genes that had an altered regulation in the CcpA-M17R mutant were compared. Genes were grouped into three classes for the analysis; only affected in the ΔCcpA strain, affected in both ΔCcpA and CcpA-M17R, and only affected in the CcpA-M17R strain. 

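Palindromicity was taken from the part of Sheet 8 that could be read, which holds 35 *cre* sites for LB + 1% glucose. It averaged 4.71 ± 0.951 (SD, n = 7 sites) for genes called in CcpA-M17R and 5.00 ± 1.00 (SD, n = 13 sites) for genes called in ΔCcpA alone (exact permutation test, two-sided, p = 0.710). With the classes the paper gives, the means were 4.31 for 13 sites and 4.86 for 22 sites (permutation test, two-sided, p = 0.251).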

The *cre* sequences were analyzed for their palindromic nature, but the differences between the groups of *cre* sites were not clear enough to draw conclusions (see Supplementary File, Sheet 8, Tables 1, 4). Furthermore, the similarity of each group of *cre* sites to the consensus *cre* site was compared but there was no significant difference between all three regulatory groups (see Supplementary File, Sheet 8, Tables 1, 4).

Weblogos for the groups of *cre* sites affected only in CcpA-M17R showed that these *cre* sites had a higher occurrence of G on position 4 and a less defined nucleotide on position 10 (Supplementary File, Sheet 8, Table 1). The methionine on position 17 was shown to bind to thymine12 in the *ackA cre* site (Schumacher et al., 2011), and the less defined nucleotide on position 10 found here could mean that the arginine reached further into its surroundings than the methionine.

The consensus *cre* site is W_1_ T_2_ G_3_ N_4_ N_5_ A_6_ R_7_ C_8_ G_9_ N_10_ W_11_ W_12_ W_13_ C_14_ A_15_ W_16_ and the G_3_, C_8_, G_9_, C_14_ are most conserved (Schumacher et al., 2011). 

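Of the *cre* sites of genes called for CcpA-M17R in LB + 1% glucose, 4 had a T on position 12, 1 a C and 2 a G. The sites belong to *cccA*, *citZ*, *galT*, *sucC*, *treP*, *ybyB* and *yrbE*, genes named after their values were seen.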

Seven of the thirteen genes or operons with a known *cre* site that were affected by CcpA-M17R also had a T on position 12 in the *cre* site, the other six had a C (3x), a G (2x), or an A (1x) on position 12, but those six had a T on position 11 (5x) or position 13 (1x). This finding could mean that the arginine on position 17 in CcpA also contacted a thymine in the *cre* site and that the longer sidechain of arginine could reach further into the surrounding (Supplementary File, Sheet 8, Tables 1, 4).

### Sensitivity for extracellular glucose

Earlier work shows that the transport of glucose decreases in a CcpA knockout strain (Ludwig et al., 2002). We hypothesize that a decreased glucose uptake would result in a decreased growth rate. The growth rates of the different CcpA strains were examined on LB + 1% glucose and the ΔCcpA, CcpA-M17R, and CcpA-R304W strains grew a little bit slower than the CcpA-wt strain (Supplementary File, Sheet 12), which could be due to a decreased glucose uptake. The growth of the CcpA-T62H strain was the same as the CcpA-wt strain, which could be explained by the strong repressive mode of CcpA-T62H.

None of the *pts* genes, the glucose permease, or glucose symporter were differently expressed in LB + 1% glucose or in LB in any of the mutant strains, which means that the uptake of glucose was not regulated at the level of gene expression, as shown before (Singh et al., 2008).

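None of *ptsG*, *ptsH*, *ptsI*, *glcP*, *glcU*, *crh* and *hprK*, for which the files give no locus tag, was called by limma in any of the 8 comparisons. Of the 56 ratios 2 had an unadjusted p below 0.05, and the Cyber-T style test called 0 on spots and 0 on array means. The log2 ratio of *ptsG* in CcpA-R304W in LB + 1% glucose was 0.70 (SD 0.63, n = 3 arrays, adjusted p = 0.387 from limma). As a set they passed in none of the comparisons by limma's fry test, two-sided, with a lowest adjusted p of 0.867. With each array left out in turn the set did not pass either, but its adjusted p fell to 0.0588 for CcpA-M17R in LB without array 18.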

## Discussion

CcpA is a global regulator of carbon catabolite control in *B. subtilis* and needs HPr or Crh as a coeffector (Moreno et al., 2001; Sonenshein, 2007; Fujita, 2009). It has been previously estimated that there are 150 *cre* sites in *B. subtilis*, which are involved in the regulation of around 300 genes (Fujita, 2009). Moreno *et al.* reported in a genome-wide transcriptome study that about 85 genes are activated by CcpA and 250 genes are repressed by CcpA in LB + glucose medium (Moreno et al., 2001). However, according to the CcpA regulon from SubtiWiki (Mäder et al., 2012; Subtiwiki, 2014) there are only 11 genes activated by CcpA and 202 repressed. The genes mentioned in the SubtiWiki CcpA regulon are probably directly regulated by CcpA; the class 1 genes (Ludwig et al., 2002) and the other genes found by Moreno et al. are probably indirectly regulated; the class 2 genes (Ludwig et al., 2002). Class 1 genes have a *cre* site and class 2 genes are affected when CcpA alters the glucose uptake (through altered phosphorylation of HPr) and thereby changes the concentration of intracellular inducers (Ludwig et al., 2002; Blencke et al., 2003). There are also class 0 genes, which are independent of CcpA (Ludwig et al., 2002). In a transcriptome study Yoshida et al. have found 66 genes of which the repression was glucose dependent (Yoshida et al., 2001). 

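Of the genes called in LB + 1% glucose, 107 were called for no mutant in LB. A call in one medium alone does not show a difference between the media, which was tested as a contrast. For CcpA-M17R 14 genes differed, and 3 passed the adjusted p of 0.05 from limma together with the fold change. For CcpA-R304W 36 differed and 31 passed, and by the dye labels 254 differed. The number for CcpA-M17R was 4 without array 4, 34 without array 5, 6 without array 6 and 8 without array 18. That for CcpA-R304W was 78 without array 24.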

Here we found 244 genes which had a glucose dependent regulation in one of the CcpA mutant strains (Supplementary File, Sheet 2).

Marciniak et al. (2012) have categorized all known (and predicted) *B. subtilis cre* sites from high to low affinity. To do so, they have replaced the native *ccpA* promoter by an inducible promoter, then the fold change in gene expression was examined for a low, medium and high level of *ccpA* expression. The correlation between the fold change in gene expression and the position of the *cre* site compared to the transcriptional start site (TSS) was mapped (Marciniak et al., 2012). The information found was used in this transcriptomics study to sort the affected genes on the basis of *cre* to TSS distance, and check whether it correlated to the fold change in gene expression but there was no clear correlation between fold change and *cre* to TSS distance. 

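Sheet 7 gives a number for the distance between *cre* site and TSS for 41 genes on the arrays, from -401 to 2445. Across these genes, which are not independent replicates, Pearson's r between distance and log2 ratio in LB + 1% glucose was -0.160, -0.144, -0.0261 and -0.129 for ΔCcpA, CcpA-M17R, CcpA-T62H and CcpA-R304W (permutation test, two-sided, p = 0.246, 0.371, 0.829 and 0.418). The lowest p adjusted over these 4 tests was 0.557. Spearman's rho was -0.0309, -0.0995, 0.118 and -0.0531 (permutation test, two-sided, p = 0.848, 0.535, 0.460 and 0.741, each 0.848 when adjusted). Without the 2 genes farthest from the median distance r was -0.0961, 0.000817, -0.0494 and -0.0798.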

The fold change was very similar over a range of *cre* to TSS distances (Supplementary File, Sheet 7).

The genes that are controlled by CcpA are in most cases also controlled by a second regulator, which is substrate specific (personal communication with Jörg Stülke). Thus, it is impossible to find the whole CcpA regulon in the ΔCcpA experiment. The other genes found in this study that do not belong to SubtiWiki's CcpA regulon could be unidentified members of the CcpA regulon, or a member of the class 2 genes (Ludwig et al., 2002). On the other hand, the CcpA regulon from SubtiWiki contains 213 genes, but 152 of them were not altered in the ΔCcpA strain. 

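In the ΔCcpA strain in LB + 1% glucose 160 of the regulon genes tested were not called.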

One explanation for the missing genes from the CcpA regulon from SubtiWiki could be that the list of genes in the CcpA regulon from SubtiWiki is composed from various experiments with various growth conditions, e.g. also from late exponential, or stationary growth phase or in minimal media containing glucose.

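In the ΔCcpA strain *bglH*, *mtlD*, *rocA*, *rocF* and *spoVG* were called in both media, 4 of them with the same sign, and 1 of them, *bglH* (BSU39260), is in the regulon list. *spoVG* was named after its values were seen. The log2 ratio of *bglH* was 1.12 (SD 0.73, n = 3 arrays) in LB + 1% glucose and -1.59 (SD 0.69, n = 3 arrays) in LB. In LB + 1% glucose *gntK* (BSU40060) was called at 1.12, and *licH*, *licA* and *bglP* were not, at 0.61, 0.69 and 0.79. In LB *bglP* was called at -1.29, and *licH*, *licA* and *gntK* were not, at -0.44, -0.56 and -0.43. Without array 1 or without array 2 the call of *bglH* in LB + 1% glucose was lost.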

18 genes from the CcpA regulon from SubtiWiki were affected both in the presence and absence of glucose; the *rbsRKDACB* operon for ribose was strongly deregulated in LB + 1% glucose and the *licHA, bglHP*, and *gntK* are slightly deregulated in the presence of glucose and the other seven genes were the same in both conditions (Supplementary File, Sheet 11).

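The ratios of the ΔCcpA strain to CcpA-wt were compared between the media as a contrast, in which 32 genes differed, 30 of them with a higher ratio in LB + 1% glucose, and 22 passed the adjusted p of 0.05 from limma together with the fold change. The number of differing genes was 18 without array 15. Across genes the ratios in both media correlated with r = 0.431.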

The changes in gene regulation in absence of glucose in the ΔCcpA strain also showed that CcpA was involved in glucose independent gene regulation, as has been shown before (Moreno et al., 2001). Moreno et al. show that those genes are not involved in carbon metabolism (Moreno et al., 2001), but that was not the case in this study. 46 of these 89 genes could be grouped into only four COG-categories: Energy production and conversion [C], Amino acid transport and metabolism [E], Carbohydrate transport and metabolism [G], and Transcription [K] (Figure 3 and Supplementary File, Sheet 10).

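Energy production and conversion, Amino acid transport and metabolism, Carbohydrate transport and metabolism and Transcription together held 10 of the genes called in the ΔCcpA strain in LB.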

The neutral methionine on position 17 in CcpA was changed to a positively charged arginine. The M17R mutation was expected to alter the DNA-binding affinity of CcpA; the positively charged arginine could cause stronger binding to the negatively charged DNA. CcpA-M17R is probably a weaker repressor, because the number of differentially regulated genes was lower than in the ΔCcpA strain. All upregulated genes are most likely the result of a weaker repression by CcpA-M17R because CcpA is mainly involved in gene repression. However, it was hard to explain the altered gene regulation by effects on DNA binding, as shown by *cre* site comparison; there were no clear differences in the *cre* sites from genes that were only affected in the ΔCcpA strain or in the CcpA-M17R strain (Supplementary File, Sheet 8, Tables 1, 4). The palindromicity of the *cre* sites in the group of genes that was affected by CcpA-M17R was lower than in the group of genes that was only affected by ΔCcpA; this could indicate that the palindromicity of the *cre* site is less important for CcpA-M17R.

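For the *cre* sites in LB, palindromicity averaged 4.00 ± 0.816 (SD, n = 4 sites) for genes called in CcpA-M17R and 4.00 ± 1.73 (SD, n = 3 sites) for genes called in ΔCcpA alone (exact permutation test, two-sided, p = 1).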

The CcpA protein consists of a N-terminal DNA binding domain and a core domain for coeffector and HPr binding, linked together with a hinge helix region. The threonine on position 62 is located in the core protein, just above the hinge-helix, and is important for the conformational change in the CcpA protein upon HPr binding (Schumacher et al., 2011). This conformational change is believed to improve DNA binding. The threonine to histidine mutation on position 62 has been found during a random mutagenesis study of CcpA-T62, where CcpA-T62H was found to repress *xynP* strongly in the absence of glucose (Thesis G. Seidel, Erlangen, Germany, 2005).

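The *xynP* gene (BSU17570) was not called for CcpA-T62H, with log2 ratios of -0.21 (SD 0.45, n = 3 arrays) in LB + 1% glucose and 0.16 (SD 0.16, n = 3 arrays) in LB. For the earlier finding the paper gives no growth conditions beyond the absence of glucose. The arrays may therefore not test it.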

We found a large number of down-regulated genes in the CcpA-T62H strain, especially in the absence of glucose. Therefore, we suggest that the CcpA-T62H variant was a stronger repressor than CcpA-wt. The downregulated genes might not be regulated by wildtype CcpA under the chosen conditions. The high number of affected genes in LB without glucose could indicate that the role of HPr-Ser46-P for complex formation was less important for this mutant, since catabolite repression was observed in the absence of glucose. There were only a few genes upregulated in case of CcpA-T62H compared to CcpA-wt and the other mutants. We can conclude that the T62H substitution forces CcpA into a conformational change that happens normally in CcpA upon HPr-Ser46-P binding; this change is probably beneficial for DNA binding. The binding of a CcpA mutant protein to *cre* sites without the prior binding of CcpA to the corepressor HPr-Ser46-P was observed before for five CcpA mutants in *B. megaterium* (Kuster-Schock et al., 1999).

The most important residue for the interaction of CcpA with HPr-Ser46-P is the arginine at position 304 in CcpA (Sprehe et al., 2007; Schumacher et al., 2011). HPr will be phosphorylated on serine 46 by HPrK/P when glucose is used as a carbon source (Fujita et al., 1995; Görke and Stülke, 2008) and subsequently HPr-Ser46-P will form a complex with CcpA. The formation of this complex stimulates the CcpA-HPr-Ser46-P heterodimer formation needed to bind to DNA (Deutscher et al., 1995; Fujita et al., 1995; Schumacher et al., 2011). The positively charged arginine at position 304 was mutated to the neutral, but bulkier tryptophan which probably made binding of this CcpA mutant to the negatively charged HPr-Ser46-P more difficult.

The large number of genes affected by CcpA-R304W in the presence of glucose suggest HPr independent gene regulation. 

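For CcpA-R304W 15 genes were called in both media, all with the same sign in the direction of the Supplementary File and all with the opposite sign by the dye labels. They include *rocA*, *rocD*, *rocF*, *rocG*, *rbsB* and *rbsD*. Across genes the ratios in both media correlated with r = 0.494 in the direction of the Supplementary File. The count was 7 without array 11, 24 without array 12 and 9 without array 24.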

There were 234 genes affected by CcpA-R304W in the presence of glucose, 205 genes were affected in the absence of glucose, and 69 genes were affected in both conditions. The *rbsRKDACB* operon for ribose was strongly deregulated in the ΔCcpA strain, but much less deregulated in CcpA-R304W (Supplementary File, Sheet 11) indicating that the repressor function of CcpA-R304W decreased which is probably due to the decreased binding of HPr-Ser46-P. The large number of genes affected by CcpA-R304W in the absence of glucose also suggest HPr independent gene regulation, because HPr is not phosphorylated in the absence of glucose so the CcpA-HPr complex formation is reduced but CcpA-R304W is still affecting the regulation of many genes (Table 5, Supplementary File, Sheets 4, 5).

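In LB + 1% glucose the 6 genes of the *rbs* operon were all called in ΔCcpA, with *rbsK* the lowest at 2.80. In CcpA-R304W all but *rbsC*, at 1.37, were called. Tested as contrasts, the differences of CcpA-R304W minus ΔCcpA lay between -2.27 for *rbsC* and -0.64 for *rbsK*. None passed, with adjusted p-values from limma between 0.510 and 1.00, although 5 had an unadjusted p below 0.05 and all were lower. As a set, in a test chosen after these values were seen, the genes did not pass either (limma's fry test, two-sided, adjusted p = 0.131). With each array left out in turn, 2 of 24 fits of this set test passed, with a lowest adjusted p of 0.0212 without array 11.

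**Figure D3:**
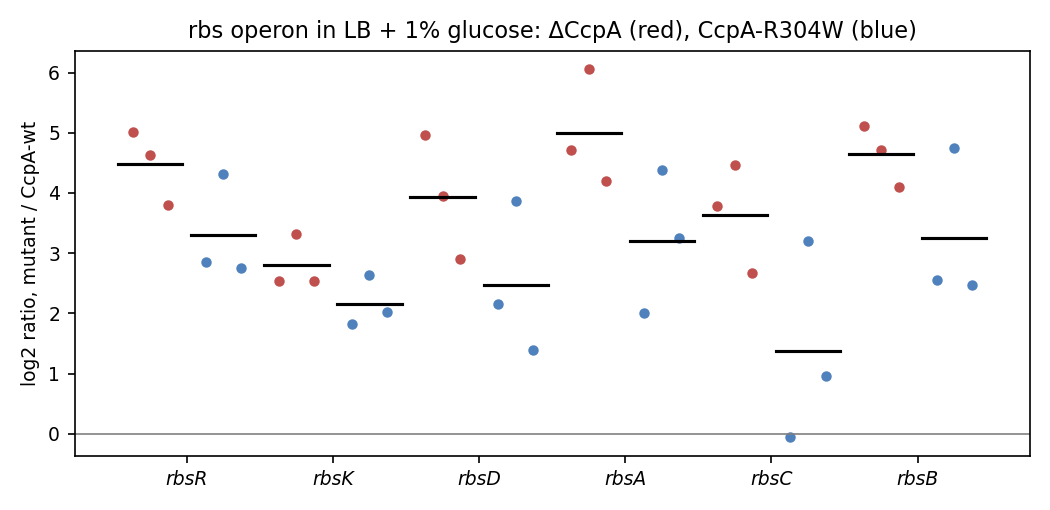
Log2 ratio of the *rbs* genes over CcpA-wt in LB + 1% glucose (vertical axis) for ΔCcpA (red) and CcpA-R304W (blue), with a point for each array and a line at the mean of 3 arrays. The mean of ΔCcpA lies above that of CcpA-R304W for each of the 6 genes.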

Another explanation could be that the signal transduction in the protein has changed due to the mutation. Maybe the R304W mutation fixes CcpA into the HPr-Ser46-P bound conformation. Or possibly binding of the coeffectors fructose-1,6-bisphosphate (FBP) and glucose-6-phosphate (G6P) is more difficult. Earlier work shows that the affinity of HPr-Ser46-P to CcpA increased more than twofold by the presence of 40 mM FBP or G6P (Seidel et al., 2005), but if coeffector binding is reduced then the affinity of CcpA-R304W to HPr-Ser46-P is also reduced. It will be interesting to measure the binding affinity of CcpA-R304W to HPr-Ser46-P with SPR in a future study.

It is known that a ptsH-S46A strain lost part of its repressing power (Deutscher et al., 1994; Martin-Verstraete et al., 1995) and here we showed that CcpA-R304W also lost part of its ability to repress gene expression. These results show that CcpA and HPr depend on each other and either one of the mutations makes complex formation more difficult.

The regulation of genes in some COGs really differed from CcpA-wt, i.e., they were not regulated by the CcpA-wt but only by the CcpA-mutant. Genes in COGs for Energy production [C], carbohydrate metabolism [G], translation [J], posttranslational modification [O], and inorganic ion transport [P] are more strongly repressed in the CcpA-T62H and CcpA-R304W mutants than in the CcpA-wt strain in LB + 1% glucose (Figure 3) which shows the differential regulatory character of the CcpA mutants.

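Posttranslational modification held 4 genes called for CcpA-R304W in LB + 1% glucose, of which 3 were higher in the mutant, and Inorganic ion transport and metabolism held 1, which was lower.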

In general, we should take into account that the CcpA mutants studied here could have effects on gene regulation which cannot be seen in LB medium with a CcpA mutant because there might be unknown triggers for CcpA which are absent in LB ± glucose. Furthermore, LB medium without added glucose still contains low amounts of glucose and other repressing sugars which might still control the most sensitive target genes. The mutations might uncouple regulation from these triggers. Future experiments in chemically defined medium or in a HPr knockout in the CcpA mutant strains could be done to reveal triggers involved in CcpA dependent gene regulation which were not present when the strains were grown in LB.

In conclusion, the point mutations in CcpA in this study were made to get more insight into the gene regulation mechanisms of CcpA. The main finding here was that the M17R mutation resulted in a small relief of CCR. CcpA-T62H was a stronger repressor than CcpA-wt and can do CCR also in the absence of glucose. CcpA-R304W had a strong regulatory affect in presence and absence of glucose and we suggest that CcpA-R304W is less dependent on HPr-Ser46-P, FBP, and G6P. However, SPR measurements should show the binding affinity of the CcpA mutants to the *cre* sites in presence or absence of HPr-Ser46-P.

## Funding

RD and OK were financially supported by a specific SYSMO2 grant from ALW-NWO. GS was financially supported by a specific SYSMO2 grant from the BMBF.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

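RNA of *B. subtilis* ΔCcpA and of strains with CcpA-M17R, CcpA-T62H or CcpA-R304W was compared with that of CcpA-wt in LB + 1% glucose and in LB, on 24 2-colour arrays in 8 comparisons of 3 arrays each. The cDNA was labelled with 2 dyes, hybridized to home-made arrays and scanned, and the spots were quantified with ArrayPro. The labels name the dyes Cy3 and Cy5 and the methods name DyLight dyes. The text of the methods describes the cultures in LB + 1% glucose, and those in LB were taken to have been grown alike.

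The authors deposited spot and local background intensities as quantified, without background correction. They also deposited net intensities, which are the spot less its background and not below 0. Their processed table holds log10 ratios of mutant over CcpA-wt, 1 value per gene and array, with the dye-swapped arrays already turned, and the normalization behind it is not stated beyond the names of the programs. The medians of its arrays lay between -0.00498 and 0.0336. The Supplementary File of the authors gives the ratio of each listed gene as a fold change with a sign, and Sheet 8 is held in part and Sheets 11 and 12 not at all.

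Intensities of 12885 spots per array were read, spots with 0 in all columns were left out, and 62 control identifiers were left out. Background was corrected by normexp with an offset of 50, log2 ratios were normalized by loess with a span of 0.3 within each array on gene spots, and the 3 spots of a gene were averaged. The linear model and its moderated test were those of limma 3.58.1 in R 4.3.3, with all arrays in 1 fit and a coefficient for each of the 8 comparisons, so that 4106 genes were tested. Genes were called at an unadjusted p below 0.001 and a fold change above 1.7. Differences between strains and between media were tested as contrasts in that fit. Tables, permutation tests and figures were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.

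The direction of each array came from its dye labels, except for CcpA-R304W in LB, where the direction of the Supplementary File was used because the deposited ratios and the listed folds run opposite to the labels.

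Membership in the CcpA regulon was tested by a one-sided Fisher's exact test against all tested genes. Regulon genes whose name differed on the arrays could enter only if the paper lists them as altered, which may raise the enrichment. Gene sets, 11 in number, were tested by fry from limma, two-sided, on the 3741 genes measured on all arrays, with the p adjusted over 88 tests. After the results were seen the sets were also tested by fry on the contrasts of each point mutant with ΔCcpA and of each mutant between the media, with the p adjusted over these tests together. Those between the point mutants were adjusted separately, over the tests of these pairs in both media. The set of general stress genes was written from general knowledge. Correlations with the *cre* distance and the tests on palindromicity used permutations, 100000 where not all splits could be listed. COG categories were tallied.

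Named genes are all 25 genes the results and discussion name, and in each comparison the 3 highest and the 3 lowest log2 ratios among called genes whose 3 arrays have the same sign. A gene named outside this rule is marked as chosen after its values were seen, and members of gene sets are summarised and not listed.

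The alternatives were no background correction, plain subtraction, loess within the 48 printed blocks, centring on the median, scaling between arrays, an adjusted p below 0.05, a fold change above 2, a Cyber-T style test on array means or on spots with a prior weight of 10, separate fits, a dye coefficient, the array of the other dye orientation averaged with either array of the pair, the slide series, the 25% of genes with the lowest intensity left out, the authors' log10 ratios, and each array left out in turn. The procedure was tested on simulated data with 200 changed genes per comparison, of which limma called between 95% and 97.5%. Most of the simulated changes were larger than the median change of the genes called in the real data. The noise was drawn independently, and background correction and normalization were not simulated. These shares therefore do not give the power in the real data.

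The median signal less background of single channels ranged from 20.6 to 5031. Western blots, growth rates and growth on plates were left out, since no deposited data cover them.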

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

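The tests on printed blocks, dyes, shared cultures, single arrays, the slide series and the lower signal in LB, plain background subtraction for the contrasts and the set tests between strains and media were chosen after the results were seen, except the test on blocks for the PBSX genes. The tests on neighbours in signal intensity and the other splits of the arrays were chosen before.

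Some contrasts between strains found genes whose effect differs. For CcpA-M17R against ΔCcpA in LB + 1% glucose 9 genes differed at an adjusted p of 0.05 from limma together with the fold change, and 21 at the unadjusted thresholds, and 2 of 10 splits of the 6 arrays gave as many. For CcpA-T62H against ΔCcpA in LB + 1% glucose 33 genes differed at an adjusted p of 0.05 from limma together with the fold change, and 44 at the unadjusted thresholds, and 1 of 10 splits of the 6 arrays gave as many. For CcpA-T62H against ΔCcpA in LB 15 genes differed at an adjusted p of 0.05 from limma together with the fold change, and 30 at the unadjusted thresholds, and 1 of 10 splits of the 6 arrays gave as many. For CcpA-R304W against ΔCcpA in LB 58 genes differed at an adjusted p of 0.05 from limma together with the fold change, and 56 at the unadjusted thresholds, and 1 of 10 splits of the 6 arrays gave as many. The real split is among these, and 10 splits are too few to exclude chance by their number. The other splits gave at most 51, 8, 4 and 9 genes, in the order above. Set tests argue against chance in each contrast for the genes they hold. The ribose genes were all lower in CcpA-M17R and CcpA-T62H in LB + 1% glucose and in CcpA-T62H in LB than in ΔCcpA, with median differences of -4.20, -4.20 and -2.44 (limma's fry test, two-sided, adjusted p = 0.000250, 0.000250 and 0.00919). In the direction of the Supplementary File 28 of 29 PBSX genes were higher in CcpA-R304W than in ΔCcpA in LB, with a median difference of 0.47 (limma's fry test, two-sided, adjusted p = 0.00870). These tests passed with each array left out, with a highest adjusted p of 0.0475 from limma. The labels give a slide number for each array, and its leading digits were read as a slide series. Whether these series are batches is not stated. Contrasts with 3 of the 6 arrays of each series were also split by series. This split gave 7 genes for CcpA-M17R and 0 for CcpA-T62H, each against ΔCcpA in LB + 1% glucose. It gave 9 for CcpA-R304W against ΔCcpA in LB, and in each case fewer than the real split. With the slide series in the fit the contrasts of this paragraph gave 22, 46, 20 and 55, in the order above, and with plain background subtraction 18, 48, 49 and 23, of which 12 genes of the last were among the 56. In that contrast the median signal less background was 2447 for CcpA-R304W and 45.5 for ΔCcpA, so shrunken ΔCcpA ratios may be part of the cause. With plain subtraction the median difference of the arginine catabolism genes fell from 1.76 to 0.51, while that of the PBSX genes was 0.60. For CcpA-T62H against ΔCcpA in LB + 1% glucose the second number was 29 without array 8. In LB it was 13 without array 14 and 14 without array 19. For CcpA-R304W against ΔCcpA in LB it was 119 without array 24. By the dye labels the last was 86. The spread between arrays includes that between cultures as far as the 3 arrays of a strain come from different cultures, so a chance difference between cultures is weighed in these tests to that extent. A difference in growth shared by all cultures of a strain was not tested.

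Effects also differed between the media. For ΔCcpA between the media 22 genes differed at an adjusted p of 0.05 from limma together with the fold change, and 32 at the unadjusted thresholds, and 1 of 10 splits gave as many. For CcpA-M17R between the media 3 genes differed at an adjusted p of 0.05 from limma together with the fold change, and 14 at the unadjusted thresholds, and 1 of 10 splits gave as many. For CcpA-T62H between the media 12 genes differed at an adjusted p of 0.05 from limma together with the fold change, and 22 at the unadjusted thresholds, and 1 of 10 splits gave as many. For CcpA-R304W between the media 31 genes differed at an adjusted p of 0.05 from limma together with the fold change, and 36 at the unadjusted thresholds, and 1 of 10 splits gave as many. The real split is among these too, and 10 splits are too few to exclude chance by their number. The other splits gave at most 3, 4, 1 and 27 genes, in the order above. Set tests argue against chance in each strain for the mannose genes, whose ratios were higher in LB + 1% glucose by medians of 1.21, 1.83, 1.25 and 2.14 (limma's fry test, two-sided, adjusted p = 0.00257, 0.00173, 0.00111 and 0.000250, at most 0.0202 with each array left out), for CcpA-R304W in the direction of the Supplementary File. The split by slide series gave 1 for ΔCcpA and 17 for CcpA-R304W, fewer than the real split. With the slide series in the fit the numbers were 32, 10, 18 and 38, in the order above, and with plain background subtraction 42, 12, 31 and 15. For ΔCcpA the second number was 18 without array 15. For CcpA-M17R it was 4 without array 4, 34 without array 5, 6 without array 6 and 8 without array 18. For CcpA-T62H it was 13 without array 9 and 14 without array 19. For CcpA-R304W it was 78 without array 24. By the dye labels the last was 254. If a lower signal on the LB arrays shrank the ratios there, plain background subtraction, which adds no offset, would lower the number for ΔCcpA. It gave 42 genes, 24 of them among the 32, which argues against the lower signal as the whole cause for these. For other genes it may be part of the cause: the genes for arginine catabolism differed between the media by a median of 1.00 for ΔCcpA (limma's fry test, two-sided, adjusted p = 0.0401, up to 0.175 without array 2, and not passing without any of arrays 1, 2, 4, 6, 7, 8, 9, 13, 15, 17, 19 and 20) and by 0.51 after plain background subtraction, with medians of 2.52 in LB + 1% glucose and 2.16 in LB, and in LB 0.35 without it. No array compares the media directly, and a difference in growth shared by all cultures in a medium may add to it, which was not tested.

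2 contrasts passed no gene at an adjusted p of 0.05 from limma together with the fold change. CcpA-R304W and ΔCcpA in LB + 1% glucose differed in 5 genes at the unadjusted thresholds, with 184 genes at an unadjusted p below 0.05, 1 called by a separate fit and 7 with a dye coefficient. As many were found in 4 of 10 splits. Of these, the split that follows the slide series, with arrays 1, 10 and 11 against arrays 2, 3 and 12, gave 16 genes, and the contrast gave 10 with the series in the fit. CcpA-M17R and ΔCcpA in LB differed in 9 genes, with 117 at an unadjusted p below 0.05, 1 by a separate fit and 14 with a dye coefficient, and 2 of 10 splits gave as many. Another split gave 34. The ribose genes passed as a set here, all lower in CcpA-M17R, with a median difference of -1.78 (limma's fry test, two-sided, adjusted p = 0.0401, up to 0.162 without array 18, and not passing without any of arrays 4, 6, 7, 8, 9, 13, 14, 17, 18, 19 and 20), while for CcpA-R304W in LB + 1% glucose the lowest adjusted p of a set was 0.131 from limma. That value belongs to the ribose genes too, which passed there in 2 of 24 fits with an array left out (limma's fry test, two-sided, lowest adjusted p = 0.0212 without array 11). The contrast of CcpA-M17R gave 5 with the slide series in the fit. Plain background subtraction gave 3 and 23 in the contrasts of this paragraph. The number for CcpA-R304W was 3 without array 2, 9 without array 3, 11 without array 12 and 8 without array 24. That for CcpA-M17R was 14 without array 13 and 4 without array 14.

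The paper's text does not discuss the genes of the general stress response for CcpA-M17R in LB + 1% glucose, although its list holds some of them. The 121 genes of a list written from general knowledge had a median log2 ratio of 0.35, with arrays at 0.56, 0.09 and 0.43, 105 genes higher and 20 called (limma's fry test, two-sided, adjusted p = 0.00175, 7.86e-05 to 0.0468 with each array left out). The median was positive under each scaling tried, and 0.49 with centring on the median. After loess within printed blocks it was 0.35, and on the arrays of either dye orientation at least 0.32. The genes nearest in signal intensity had a median of -0.00218. In CcpA-T62H in that medium the set had -0.0334, so a CcpA-wt culture shared by all comparisons of the medium would not give it, and CcpA-M17R lay above CcpA-T62H by a median of 0.40 (limma's fry test, two-sided, adjusted p = 0.00854). The set was also higher in ΔCcpA, at 0.19 with 97 genes higher (adjusted p = 0.0861 from limma), and in CcpA-R304W, at 0.22 with 96 higher (adjusted p = 0.0836 from limma). The difference between CcpA-M17R and ΔCcpA was 0.16 and did not pass (limma's fry test, two-sided, adjusted p = 0.416). Without any 1 array the highest adjusted p from limma was 0.0468. The tables argue against a block trend, dye bias, an intensity trend, a CcpA-wt culture shared by all comparisons of the medium and a single array as the whole cause. A CcpA-wt culture shared by some of the comparisons stays open, and so do the variant and the growth of the CcpA-M17R cultures, which were not told apart by a test.

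The paper lists genes of the PBSX prophage as higher for CcpA-R304W in LB and does not discuss them in its text. The 29 genes of the set had a median log2 ratio of 0.46, with arrays at 0.75, 0.54 and 0.09, 28 genes higher and 2 called (limma's fry test, two-sided, adjusted p = 0.000264, 7.35e-07 to 0.00783 with each array left out). The median was positive under each scaling tried and lowest, 0.23, with scaling between arrays. By the dye labels the genes are lower in the mutant. After loess within printed blocks the median was 0.40, and on the arrays of either dye orientation at least 0.42. The genes nearest in signal intensity had a median of 0.00434. In CcpA-M17R in LB the set had -0.0485, and CcpA-R304W lay above it by a median of 0.59 (limma's fry test, two-sided, adjusted p = 0.00217). Without any 1 array the highest adjusted p from limma was 0.00783. The tables argue against a block trend, dye bias, an intensity trend, a CcpA-wt culture shared by all comparisons in LB and a single array as the whole cause. Which strain has the higher level may depend on the direction of this comparison, and no biological explanation was tested.

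The paper lists mannose genes among those changed in LB and does not discuss them in its text. The 5 genes of the set had median log2 ratios of -1.44 for ΔCcpA, -1.89 for CcpA-M17R and -1.69 for CcpA-R304W (limma's fry test, two-sided, adjusted p = 2.69e-05, 4.75e-06 and 1.99e-06). All 3 arrays were below 0 in each, and so was the median under each scaling tried. By the dye labels the genes are higher in CcpA-R304W. After loess within printed blocks the medians were -1.38, -1.80 and -1.83. On the arrays of 1 dye orientation the smallest was -0.95. The genes nearest in signal intensity had a median of 0.00142 for ΔCcpA. For CcpA-T62H in LB the set had -0.30 (adjusted p = 0.0186 from limma), lower than CcpA-wt too. Without any 1 array the highest adjusted p from limma in the 3 comparisons was 0.000624. The tables argue against a block trend, dye bias, an intensity trend and a single array as the whole cause. A CcpA-wt culture shared by all comparisons in LB would give all mutants the same shift. Against CcpA-T62H the set was lower in both CcpA-M17R, with a median difference of -1.51 and CcpA-R304W, with -1.61 (limma's fry test, two-sided, adjusted p = 0.00760 and 0.00424), which argues against it as the whole cause for these strains, for CcpA-R304W in the direction of the Supplementary File. For ΔCcpA the difference did not pass (limma's fry test, two-sided, adjusted p = 0.0802, with 3 of the genes at an unadjusted p below 0.05), and a shared culture stays open there. As part of the cause it stays open in all, since the ratios were lower in LB than in LB + 1% glucose in each of the 4 strains. So does a culture shared by some comparisons, since the paper does not state whether cultures were shared.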

How the results depend on the processing

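The alternatives below were set before the data were examined, except turning CcpA-R304W in LB by the dye labels, plain background subtraction, loess within printed blocks and the slide series for the contrasts, and for the overlaps all but the thresholds, the tests, the dye coefficient and the arrays left out, which were chosen after the values were seen. No paired analysis was possible because the labels give no replicate number that links arrays of different comparisons. Where an alternative is named without a cause, the cause was not tested. In LB the median signal less background was 45.5 for ΔCcpA, 55.7 for CcpA-M17R and 38.2 for CcpA-T62H, where an offset of 50 shrinks ratios. It was 2447 for CcpA-R304W.

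Of 103 called ratios of named genes, 103 stayed called in the same direction with the Cyber-T style test on spots, 98 with a dye coefficient and 96 with loess within printed blocks. The number was 94 with no background correction, 92 with an adjusted p below 0.05, 88 with the authors' log10 ratios, 87 with the slide series and 85 with plain background subtraction. It was 84 with a fold change above 2, 77 with the Cyber-T style test on array means, 73 with centring on the median, 47 with separate fits and 43 with scaling between arrays. Averaging the array of the other dye orientation with the first or the second array of the pair gave 79 and 88. With the genes of lowest intensity left out it was 103, and fewer genes were tested. None of these alternatives turned a called ratio.

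With a separate fit for each comparison the genes called numbered 34 for ΔCcpA in LB + 1% glucose, 11 for CcpA-M17R in LB + 1% glucose, 0 for CcpA-T62H in LB + 1% glucose, 19 for CcpA-R304W in LB + 1% glucose, 2 for ΔCcpA in LB, 6 for CcpA-M17R in LB and 51 for CcpA-R304W in LB. There were 6 genes shared by ΔCcpA and CcpA-M17R in LB + 1% glucose, 7 genes shared by ΔCcpA and CcpA-R304W in LB + 1% glucose, 0 genes shared by ΔCcpA and CcpA-R304W in LB, 50 genes called in any mutant in LB + 1% glucose, 35 genes called in LB + 1% glucose and not in LB, 1 gene called for CcpA-R304W in both media and 0 regulon genes called for ΔCcpA in both media. Genes that differed numbered 1 for CcpA-R304W against ΔCcpA in LB + 1% glucose, 1 for CcpA-M17R against ΔCcpA in LB, 17 for CcpA-T62H against ΔCcpA in LB, 30 for CcpA-R304W against ΔCcpA in LB, 18 for ΔCcpA between the media, 7 for CcpA-M17R between the media and 15 for CcpA-R304W between the media. These fits estimate the spread from 3 arrays, which lowers the power, and their tests are limma's. With all arrays fitted together 33 genes had an unadjusted p below 0.05 both for ΔCcpA and for CcpA-R304W in LB. The regulon odds ratio of ΔCcpA in LB turned to 0 (p = 1, one-sided Fisher's exact test).

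With the Cyber-T style test on spots the genes called numbered 77 for CcpA-M17R in LB + 1% glucose, 17 for CcpA-T62H in LB + 1% glucose, 134 for CcpA-R304W in LB + 1% glucose, 29 for ΔCcpA in LB, 26 for CcpA-M17R in LB and 62 for CcpA-T62H in LB. There were 33 genes shared by ΔCcpA and CcpA-M17R in LB + 1% glucose, 1 gene shared by ΔCcpA and CcpA-T62H in LB + 1% glucose, 67 genes shared by ΔCcpA and CcpA-R304W in LB + 1% glucose, 15 genes shared by ΔCcpA and CcpA-R304W in LB, 31 genes called for CcpA-R304W in both media and 5 regulon genes called for ΔCcpA in both media. This test counts 3 spots of a gene as separate measurements. With the Cyber-T style test on array means there were 71 genes called in LB + 1% glucose and not in LB and 0 regulon genes called for ΔCcpA in both media. The regulon odds ratio of ΔCcpA in LB was 4.67 (p = 0.0874, one-sided Fisher's exact test) in that test.

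With an adjusted p below 0.05 from limma the genes called numbered 0 for CcpA-T62H in LB + 1% glucose and 9 for ΔCcpA in LB. There were 3 genes shared by ΔCcpA and CcpA-R304W in LB. Genes that differed numbered 9 for CcpA-M17R against ΔCcpA in LB + 1% glucose, 0 for CcpA-R304W against ΔCcpA in LB + 1% glucose, 0 for CcpA-M17R against ΔCcpA in LB, 15 for CcpA-T62H against ΔCcpA in LB, 3 for CcpA-M17R between the media and 12 for CcpA-T62H between the media. The counts at an unadjusted p below 0.05 were 125 for CcpA-T62H in LB + 1% glucose, 184 for CcpA-R304W against ΔCcpA in LB + 1% glucose and 117 for CcpA-M17R against ΔCcpA in LB. The Cyber-T style test on spots called 17 genes for CcpA-T62H in LB + 1% glucose, and the contrasts were not run with it. With a fold change above 2 the genes called numbered 48 for ΔCcpA in LB + 1% glucose, 2 for CcpA-T62H in LB + 1% glucose, 52 for CcpA-R304W in LB + 1% glucose and 47 for CcpA-R304W in LB. There were 97 genes called in any mutant in LB + 1% glucose, 65 genes called in LB + 1% glucose and not in LB and 36 genes called in LB for CcpA-R304W alone.

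With plain background subtraction the genes called numbered 50 for ΔCcpA in LB, 30 for CcpA-M17R in LB, 67 for CcpA-T62H in LB and 46 for CcpA-R304W in LB. There were 12 genes shared by ΔCcpA and CcpA-R304W in LB, 26 genes called in LB for CcpA-R304W alone and 6 regulon genes called for ΔCcpA in both media. Genes that differed numbered 3 for CcpA-R304W against ΔCcpA in LB + 1% glucose, 23 for CcpA-M17R against ΔCcpA in LB, 49 for CcpA-T62H against ΔCcpA in LB, 23 for CcpA-R304W against ΔCcpA in LB and 15 for CcpA-R304W between the media. With no background correction the genes called numbered 8 for CcpA-T62H in LB + 1% glucose and 40 for CcpA-R304W in LB. There were 31 genes called in LB for CcpA-R304W alone. With centring on the median the genes called numbered 47 for ΔCcpA in LB + 1% glucose, 3 for CcpA-T62H in LB + 1% glucose and 118 for CcpA-R304W in LB. There were 8 genes shared by ΔCcpA and CcpA-M17R in LB + 1% glucose, 107 genes called in LB for CcpA-R304W alone and 0 regulon genes called for ΔCcpA in both media. The count of 0 is limma's, and with the planned scaling 18 regulon genes had an unadjusted p below 0.05 for ΔCcpA in both media. With scaling between arrays the genes called numbered 16 for CcpA-M17R in LB + 1% glucose, 30 for CcpA-T62H in LB + 1% glucose, 27 for CcpA-R304W in LB + 1% glucose, 60 for ΔCcpA in LB, 7 for CcpA-M17R in LB, 9 for CcpA-T62H in LB and 14 for CcpA-R304W in LB. There were 6 genes shared by ΔCcpA and CcpA-M17R in LB + 1% glucose, 15 genes shared by ΔCcpA and CcpA-R304W in LB + 1% glucose, 3 genes shared by ΔCcpA and CcpA-R304W in LB, 77 genes called in any mutant in LB, 1 gene called for CcpA-R304W in both media, 11 genes called in LB for CcpA-R304W alone and 5 regulon genes called for ΔCcpA in both media. The genes called in any mutant in LB + 1% glucose became fewer by more than 1.5 times too. With the array of the other dye orientation averaged with the first of the pair the genes called numbered 14 for CcpA-M17R in LB + 1% glucose. There were 9 genes shared by ΔCcpA and CcpA-M17R in LB + 1% glucose and 2 regulon genes called for ΔCcpA in both media. With the array of the other dye orientation averaged with the second of the pair there were 1 gene shared by ΔCcpA and CcpA-R304W in LB and 2 regulon genes called for ΔCcpA in both media. With the authors' log10 ratios the genes called numbered 152 for ΔCcpA in LB + 1% glucose, 69 for ΔCcpA in LB, 49 for CcpA-M17R in LB and 80 for CcpA-T62H in LB. There were 32 genes shared by ΔCcpA and CcpA-M17R in LB + 1% glucose, 60 genes shared by ΔCcpA and CcpA-R304W in LB + 1% glucose, 19 genes shared by ΔCcpA and CcpA-R304W in LB, 233 genes called in any mutant in LB, 32 genes called for CcpA-R304W in both media and 14 regulon genes called for ΔCcpA in both media. With a dye coefficient the genes that differed numbered 14 for CcpA-M17R against ΔCcpA in LB. With loess within printed blocks there were 8 genes shared by ΔCcpA and CcpA-R304W in LB. Genes that differed numbered 14 for CcpA-M17R against ΔCcpA in LB. With the slide series in the fit there were 23 genes called for CcpA-R304W in both media. Genes that differed numbered 10 for CcpA-R304W against ΔCcpA in LB + 1% glucose and 5 for CcpA-M17R against ΔCcpA in LB. The regulon odds ratio of CcpA-M17R in LB was 3.49 (p = 0.280, one-sided Fisher's exact test) with scaling between arrays and 4.67 (p = 0.0874, one-sided Fisher's exact test) with the slide series in the fit. For ΔCcpA in LB the slide series gave 3.72 (p = 0.0607, one-sided Fisher's exact test). Over all alternatives p went from 7.99e-15 to 1 for ΔCcpA and from 1.87e-09 to 0.280 for CcpA-M17R in LB.

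The share of called genes that were higher in the mutant depends on the scaling. For CcpA-T62H in LB + 1% glucose it went from 0% to 100% with centring on the median and 23.3% with scaling between arrays. For CcpA-R304W it went from 75.9% to 98.5% with centring on the median in LB + 1% glucose, and in LB from 75.3% to 55.1% with centring and 85.7% with scaling. The values in LB have the direction of the Supplementary File, in which the share was 54.1% without array 24 (92 higher, 78 lower). By the dye labels, with all arrays, it was 24.7% (19 higher, 58 lower). With centring it was 33.3% in place of 43.8% for ΔCcpA in LB and 45.5% in place of 26.7% for CcpA-M17R in LB. In CcpA-R304W in LB + 1% glucose most called genes were lower with a separate fit for each comparison (9 higher, 10 lower). In CcpA-T62H in LB + 1% glucose most were higher with plain background subtraction (3 higher, 1 lower), centring on the median (3 higher, 0 lower), the Cyber-T style test on array means (3 higher, 1 lower), the array of the other dye orientation averaged with the first of the pair (3 higher, 2 lower), the authors' log10 ratios (4 higher, 2 lower) and array 7 left out (2 higher, 0 lower).

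Of 88 set tests 24 passed by fry and 46 by camera with its preset correlation. Camera passed the ATP synthase in CcpA-M17R in LB + 1% glucose (adjusted p = 0.00917 from limma, 0.00917 to 0.865 over all alternatives). In CcpA-T62H in LB + 1% glucose it passed the ribosomal proteins (adjusted p = 0.000212 from limma, 0.000212 to 0.936) and the ATP synthase (adjusted p = 0.000212 from limma, 0.000212 to 0.903). With a dye coefficient in fry, phosphate transport in ΔCcpA in LB + 1% glucose no longer passed (adjusted p = 0.0621 from limma, 0.000187 to 0.811). The same holds for the regulon in CcpA-M17R in LB + 1% glucose (adjusted p = 0.0681 from limma, 2.41e-05 to 0.291).

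Turned by the dye labels, CcpA-R304W in LB has 77 called genes, 19 higher and 58 lower. Genes that differ then number 86 against ΔCcpA in LB and 254 between the media. The log2 ratios become -2.68 for *rocG*, -1.75 for *rbsD*, -1.79 for *rbsC*, -2.03 for *rbsB*, -2.16 for *rocA*, -2.35 for *rocD*, -1.68 for *rocF* and -2.33 for *glpT*. They become 1.46 for *bglA*, 3.01 for *manA*, 3.35 for *manP* and 1.69 for *manR*. The sets turn with adjusted p from limma of 0.000264 for the PBSX prophage, 0.0117 for ribose, 9.95e-06 for arginine catabolism, 1.99e-06 for mannose and 3.97e-05 for the regulon. Over the alternatives of these sets adjusted p went from 5.05e-12 to 0.00783, from 5.37e-05 to 0.243, from 1.35e-11 to 0.000141, from 4.20e-08 to 5.62e-05 and from 1.69e-13 to 0.000860, in that order.

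With each of the 24 arrays left out in turn the counts have these ranges, with the array named where its omission changed a count by more than 1.5 times. Where an omission leaves 2 arrays in a comparison, the spread is pooled over all comparisons. Genes called for ΔCcpA in LB + 1% glucose ranged from 47 without array 1 to 78. Genes called for CcpA-M17R in LB + 1% glucose ranged from 12 without array 4 to 82 without array 5 (21 without array 6). Genes called for CcpA-T62H in LB + 1% glucose ranged from 2 without array 7 to 9 without array 8 (3 without array 9). Genes called for CcpA-R304W in LB + 1% glucose ranged from 38 without array 11 to 92. Genes called for ΔCcpA in LB ranged from 7 without array 14 to 25 without array 13. Genes called for CcpA-M17R in LB ranged from 12 to 31 without array 18. Genes called for CcpA-R304W in LB ranged from 75 to 170 without array 24. Genes shared by ΔCcpA and CcpA-R304W in LB + 1% glucose ranged from 18 without array 11 to 38. Genes shared by ΔCcpA and CcpA-R304W in LB ranged from 2 without array 14 to 7. Genes called in any mutant in LB ranged from 106 to 216 without array 24. Genes called for CcpA-R304W in both media ranged from 7 without array 11 to 24 without array 12 (9 without array 24). Genes called in LB for CcpA-R304W alone ranged from 63 to 163 without array 24. Regulon genes called for ΔCcpA in both media ranged from 0 without array 1 to 2 without array 3 (0 without array 2, 2 without array 13, 2 without array 15 and 2 without array 18).

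For the contrasts the numbers of differing genes were as follows. CcpA-T62H against ΔCcpA in LB + 1% glucose gave from 29 without array 8 to 52. CcpA-R304W against ΔCcpA in LB + 1% glucose gave from 3 without array 2 to 11 without array 12 (9 without array 3 and 8 without array 24). CcpA-M17R against ΔCcpA in LB gave from 4 without array 14 to 14 without array 13. CcpA-T62H against ΔCcpA in LB gave from 13 without array 14 to 31 (14 without array 19). CcpA-R304W against ΔCcpA in LB gave from 44 to 119 without array 24. ΔCcpA between the media gave from 18 without array 15 to 37. CcpA-M17R between the media gave from 4 without array 4 to 34 without array 5 (6 without array 6 and 8 without array 18). CcpA-T62H between the media gave from 13 without array 9 to 24 (14 without array 19). CcpA-R304W between the media gave from 32 to 78 without array 24.

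Some set tests lie close to the threshold. For phosphate transport in ΔCcpA in LB + 1% glucose the adjusted p from limma ranged from 0.0162 to 0.811 without array 1, and 4 of 24 fits passed. For pyrimidine biosynthesis in CcpA-M17R in LB + 1% glucose the adjusted p from limma ranged from 0.00581 to 0.317 without array 4, and 10 of 24 fits passed. For the regulon in CcpA-M17R in LB + 1% glucose the adjusted p from limma ranged from 0.0140 to 0.291 without array 4, and 6 of 24 fits passed. For the ribose operon in CcpA-T62H in LB the adjusted p from limma ranged from 0.0109 to 0.175 without array 21, and 21 of 24 fits passed. For the mannose operon in CcpA-T62H in LB the adjusted p from limma ranged from 0.000789 to 0.118 without array 21, and 22 of 24 fits passed. For the ribose operon in CcpA-R304W in LB the adjusted p from limma ranged from 0.00496 to 0.243 without array 24, and 23 of 24 fits passed.

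Alternatives without a value were the correlation with the *cre* distance over called genes alone for CcpA-M17R, with 4 such genes, and CcpA-T62H, where no called gene had a distance, and palindromicity in LB with calls at the adjusted p, with 2 sites against 1.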

Differences from the paper's values

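The paper's values are marked as the paper's, and the alternatives named here were set before the data were examined unless stated otherwise. A count differs when it is more than 1.5 times away from the paper's, and a log2 ratio when it lies more than the SD of its 3 arrays away. For each value the alternatives that bring it within that limit are named, and where none is named none did.

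For ΔCcpA in LB + 1% glucose the values were 75 genes called (the paper gives 216), 72 genes called higher (the paper gives 189), 3 genes called lower (the paper gives 27) and 28 regulon genes called (the paper gives 61). With the authors' log10 ratios the genes called, genes called higher and regulon genes called no longer differed. Under every alternative the genes called lower differed.

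For CcpA-M17R in LB + 1% glucose the values were 49 genes called (the paper gives 129), 46 genes called higher (the paper gives 115), 3 genes called lower (the paper gives 14) and 12 regulon genes called (the paper gives 27). The genes called, genes called higher and genes called lower differed under every alternative. The regulon genes called no longer differed with the Cyber-T style test on spots.

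For CcpA-T62H in LB + 1% glucose the values were 5 genes called (the paper gives 59), 0 genes called higher (the paper gives 9), 5 genes called lower (the paper gives 50) and 0 regulon genes called (the paper gives 3). Under every alternative the genes called, genes called lower and regulon genes called differed. With scaling between arrays the genes called higher no longer differed. The counts of 0 are limma's. At an unadjusted p below 0.05 there were 125 genes, 1 of them in the regulon, and the Cyber-T style test on spots called 3 genes higher and 1 in the regulon.

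For CcpA-R304W in LB + 1% glucose the values were 79 genes called (the paper gives 234), 60 genes called higher (the paper gives 165) and 19 genes called lower (the paper gives 69). The genes called, genes called higher and genes called lower differed under every alternative.

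For ΔCcpA in LB the values were 16 genes called (the paper gives 89), 7 genes called higher (the paper gives 55), 9 genes called lower (the paper gives 34) and 3 regulon genes called (the paper gives 31). With each of scaling between arrays and the authors' log10 ratios the genes called no longer differed. With the authors' log10 ratios the genes called higher and regulon genes called no longer differed. With each of plain background subtraction, scaling between arrays and the authors' log10 ratios the genes called lower no longer differed.

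For CcpA-M17R in LB the values were 15 genes called (the paper gives 67), 4 genes called higher (the paper gives 38), 11 genes called lower (the paper gives 29) and 6 regulon genes called (the paper gives 19). The genes called, genes called higher and regulon genes called no longer differed with the authors' log10 ratios. The genes called lower differed under every alternative.

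For CcpA-T62H in LB the values were 36 genes called (the paper gives 127), 2 genes called higher (the paper gives 12), 34 genes called lower (the paper gives 115) and 25 regulon genes called (the paper gives 55). Under every alternative the genes called and genes called lower differed. With each of plain background subtraction, the authors' log10 ratios and array 21 left out the genes called higher no longer differed. With the authors' log10 ratios the regulon genes called no longer differed.

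For CcpA-R304W in LB the values were 77 genes called (the paper gives 205), 58 genes called higher (the paper gives 155), 19 genes called lower (the paper gives 51) and 27 regulon genes called (the paper gives 59). The genes called no longer differed with array 24 left out. The genes called higher and regulon genes called differed under every alternative. The genes called lower no longer differed with centring on the median. Turned by the dye labels, a setting chosen after the values were seen, 58 genes were lower and that number no longer differed, but all 70 called genes that share the paper's sign then have the opposite sign. For this comparison the paper gives different totals in its results and its discussion.

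Calls gave 34 genes shared by ΔCcpA and CcpA-R304W in LB + 1% glucose (the paper gives 109), and no alternative closed the gap. There were 5 genes shared by ΔCcpA and CcpA-R304W in LB (the paper gives 32), and no alternative closed the gap. The arrays gave 0 genes shared by ΔCcpA and CcpA-T62H in LB + 1% glucose (the paper gives 5), with 22 at an unadjusted p below 0.05 in both by limma and 1 by the Cyber-T style test on spots, and no alternative closed the gap. There were 152 genes called in any mutant in LB + 1% glucose (the paper gives 426), and no alternative closed the gap. The arrays gave 117 genes called in any mutant in LB (the paper gives 366), and no alternative closed the gap. There were 107 genes called in LB + 1% glucose and not in LB (the paper gives 244 as glucose dependent), and no alternative closed the gap. The paper's text does not say how its 244 genes were counted, so these counts may not be of the same kind. Calls gave 15 genes called for CcpA-R304W in both media (the paper gives 69), and no alternative closed the gap. There were 66 genes called in LB for CcpA-R304W alone (the paper gives 151), which no longer differed with each of centring on the median and array 24 left out, where centring was chosen for this count after the values were seen and drops 11 of the 70 genes called for CcpA-R304W in LB with the paper's sign. The arrays gave 1 regulon gene called for ΔCcpA in both media (the paper gives 18), which no longer differed with the authors' log10 ratios, which were chosen for this count after the values were seen and drop 5 of the 75 genes called for ΔCcpA in LB + 1% glucose with the paper's sign and 2 of the 16 genes called for ΔCcpA in LB with the paper's sign. There were 10 genes called for ΔCcpA in LB in COG categories C, E, G and K (the paper gives 46), which no longer differed with the authors' log10 ratios, which were chosen for this count after the values were seen and drop 2 of these 16 in LB.

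Of 133 log2 ratios of named genes that the Supplementary File lists, 53 differed. The sign differed for 0, and 116 were closer to 0 here. For CcpA-R304W in LB the direction was taken from that file, so the signs there are no test of agreement. By the dye labels the 12 called ratios of named genes in that comparison turn. The paper's folds were turned into log2 ratios.

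*ccpA* -0.91 (the paper's -1.53) for ΔCcpA in LB + 1% glucose differed, but not with any of no background correction, plain background subtraction, centring on the median, the array of the other dye orientation averaged with the second of the pair, the authors' log10 ratios and array 3 left out. *rocG* 2.15 (the paper's 3.41) for ΔCcpA in LB + 1% glucose differed, but not with any of plain background subtraction, the slide series in the fit, the authors' log10 ratios and array 3 left out. *rbsR* 4.48 (the paper's 5.67), *rbsB* 4.64 (the paper's 5.59), *gntK* 1.12 (the paper's 1.92), *ackA* -0.77 (the paper's -2.12), *opuAC* -0.86 (the paper's -1.36) and *rocD* 2.47 (the paper's 3.69) for ΔCcpA in LB + 1% glucose differed, but not with any of plain background subtraction and the authors' log10 ratios. *rbsD* 3.94 (the paper's 5.37) for ΔCcpA in LB + 1% glucose differed, but not with any of plain background subtraction, the authors' log10 ratios and array 3 left out. *rbsC* 3.64 (the paper's 4.63) for ΔCcpA in LB + 1% glucose differed, but not with any of plain background subtraction, the array of the other dye orientation averaged with the first of the pair, the slide series in the fit, the authors' log10 ratios and array 3 left out. *ybaL* 0.94 (the paper's 1.25) for ΔCcpA in LB + 1% glucose differed, but not with any of loess within printed blocks and the authors' log10 ratios.

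*rocD* 2.31 (the paper's 2.97) for CcpA-M17R in LB + 1% glucose differed under every alternative. *rocF* 1.48 (the paper's 1.98) for CcpA-M17R in LB + 1% glucose differed, but not with any of plain background subtraction, centring on the median and the authors' log10 ratios.

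*ccpA* -1.13 (the paper's -2.91), *rocG* 0.70 (the paper's 2.20), *rbsC* 0.75 (the paper's 1.56), *licH* -0.44 (the paper's -1.79), *licA* -0.56 (the paper's -1.70), *gntK* -0.43 (the paper's -1.59), *ackA* -0.35 (the paper's -1.38), *rocA* 2.23 (the paper's 3.19), *ldh* 2.92 (the paper's 4.54) and *mtlD* 2.55 (the paper's 3.79) for ΔCcpA in LB differed, but not with any of plain background subtraction and the authors' log10 ratios. *rocF* 1.24 (the paper's 2.60) and *manP* -1.44 (the paper's -3.35) for ΔCcpA in LB differed, but not with any of plain background subtraction, scaling between arrays and the authors' log10 ratios.

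*rocG* 1.83 (the paper's 3.19) for CcpA-M17R in LB differed, but not with any of plain background subtraction, the slide series in the fit, the authors' log10 ratios and array 18 left out. *rbsR* -0.72 (the paper's -1.67), *rbsB* -1.04 (the paper's -1.99), *rocF* 1.50 (the paper's 2.12), *manA* -2.31 (the paper's -3.60) and *manR* -1.20 (the paper's -2.93) for CcpA-M17R in LB differed, but not with any of plain background subtraction and the authors' log10 ratios. *rbsK* -0.46 (the paper's -0.96) for CcpA-M17R in LB differed, but not with any of plain background subtraction, the authors' log10 ratios and array 16 left out. *rbsD* -0.83 (the paper's -1.77) and *manP* -1.89 (the paper's -2.83) for CcpA-M17R in LB differed, but not with any of plain background subtraction, a dye coefficient, the authors' log10 ratios, array 16 left out and array 17 left out. *licH* -0.85 (the paper's -1.87) for CcpA-M17R in LB differed, but not with plain background subtraction. *glpD* -1.68 (the paper's -1.31) for CcpA-M17R in LB differed, but not with any of loess within printed blocks, centring on the median, the slide series in the fit, the authors' log10 ratios and array 17 left out.

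*rbsR* -1.29 (the paper's -3.20) for CcpA-T62H in LB differed, but not with the authors' log10 ratios. *rbsK* -0.77 (the paper's -1.49), *rbsD* -1.58 (the paper's -3.43), *rbsB* -1.92 (the paper's -3.63), *licH* -1.03 (the paper's -1.60), *licA* -1.38 (the paper's -1.99), *gntK* -1.25 (the paper's -1.74) and *ldh* 2.48 (the paper's 3.18) for CcpA-T62H in LB differed, but not with any of plain background subtraction and the authors' log10 ratios. *rbsA* -1.80 (the paper's -2.79) for CcpA-T62H in LB differed, but not with any of plain background subtraction, the authors' log10 ratios and array 20 left out. *rbsC* -0.61 (the paper's -2.32) for CcpA-T62H in LB differed under every alternative. *bglP* -1.76 (the paper's -2.13) for CcpA-T62H in LB differed, but not with any of plain background subtraction, centring on the median, a dye coefficient, the array of the other dye orientation averaged with the second of the pair, the authors' log10 ratios and array 20 left out. *bglA* -2.58 (the paper's -3.01) for CcpA-T62H in LB differed, but not with any of plain background subtraction, centring on the median, a dye coefficient, the array of the other dye orientation averaged with the second of the pair, the authors' log10 ratios, array 20 left out and array 21 left out.

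*alsS* -0.56 (the paper's -0.87) for CcpA-R304W in LB differed, but not with any of plain background subtraction, the authors' log10 ratios and array 22 left out. *manA* -3.01 (the paper's -3.75) for CcpA-R304W in LB differed, but not with any of plain background subtraction, the authors' log10 ratios and array 23 left out. *manP* -3.35 (the paper's -3.79) for CcpA-R304W in LB differed, but not with any of plain background subtraction, loess within printed blocks, a dye coefficient, the authors' log10 ratios and array 22 left out. *glpT* 2.33 (the paper's 3.16) for CcpA-R304W in LB differed, but not with any of plain background subtraction, centring on the median, the array of the other dye orientation averaged with the first of the pair, the slide series in the fit and array 22 left out. *manR* -1.69 (the paper's -2.18) for CcpA-R304W in LB differed, but not with any of plain background subtraction, the authors' log10 ratios and array 24 left out.

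In 2 comparisons the direction of most called genes is the opposite of the paper's. The paper has most genes higher for ΔCcpA in LB, against 7 higher and 9 lower here, and for CcpA-M17R in LB, against 4 higher and 11 lower here. For ΔCcpA most were higher with no background correction (12 higher, 10 lower), the Cyber-T style test on spots (17 higher, 12 lower), the array of the other dye orientation averaged with the second of the pair (7 higher, 5 lower), the authors' log10 ratios (43 higher, 26 lower) and array 15 left out (9 higher, 5 lower). For CcpA-M17R most were higher with loess within printed blocks (11 higher, 9 lower), the array of the other dye orientation averaged with the second of the pair (11 higher, 9 lower), the authors' log10 ratios (34 higher, 15 lower) and array 18 left out (24 higher, 7 lower). Translation is among the COG categories in which the paper has genes more weakly regulated by CcpA-M17R in LB, and the 11 genes called there with a category lay in others. The paper has genes of energy production, carbohydrate metabolism and posttranslational modification more strongly repressed in CcpA-T62H and CcpA-R304W than in CcpA-wt in LB + 1% glucose. Among those called for CcpA-R304W, all 17 in energy production and all 13 in carbohydrate metabolism were higher in the mutant, as were 3 of 4 in posttranslational modification, and the 5 called for CcpA-T62H lay in other categories than these. These directions within categories were not tallied under the alternatives. The paper has the ribose operon much less deregulated in CcpA-R304W than in ΔCcpA. The differences in LB + 1% glucose lay below 0, from -2.27 to -0.64, and none passed (lowest adjusted p = 0.510 from limma), although 5 of 6 genes had an unadjusted p below 0.05.

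Some named genes that the paper lists as altered were not called here. *ccpA* (-0.91) in ΔCcpA in LB + 1% glucose was called with each of no background correction, plain background subtraction, an adjusted p below 0.05, the Cyber-T style test on array means, the Cyber-T style test on spots, the authors' log10 ratios and array 3 left out. *licH* (0.61) in ΔCcpA in LB + 1% glucose was called with the slide series in the fit. *licA* (0.69) in ΔCcpA in LB + 1% glucose was called with array 3 left out. *bglP* (0.79) in ΔCcpA in LB + 1% glucose was called with each of the Cyber-T style test on spots, the array of the other dye orientation averaged with the first of the pair, the authors' log10 ratios and array 3 left out. *ackA* (-0.77) in ΔCcpA in LB + 1% glucose was called with each of no background correction, plain background subtraction, the Cyber-T style test on spots, the slide series in the fit, the authors' log10 ratios and array 2 left out. *rocG* (1.19) in CcpA-M17R in LB + 1% glucose was called with each of the Cyber-T style test on spots and the authors' log10 ratios. *gntK* (0.68) in CcpA-M17R in LB + 1% glucose was called with no alternative. *rbsC* (1.37) in CcpA-R304W in LB + 1% glucose was called with each of plain background subtraction, centring on the median, the Cyber-T style test on spots and array 10 left out. *rocG* (0.70), *licH* (-0.44), *gntK* (-0.43) and *ackA* (-0.35) in ΔCcpA in LB were called with each of plain background subtraction and the authors' log10 ratios. *rbsR* (0.86), *rbsK* (0.79) and *rbsC* (0.75) in ΔCcpA in LB were called with no alternative. *rbsD* (1.15) in ΔCcpA in LB was called with each of scaling between arrays, the Cyber-T style test on spots and the authors' log10 ratios. *rbsA* (1.92) in ΔCcpA in LB was called with each of the Cyber-T style test on spots, the array of the other dye orientation averaged with the second of the pair and array 15 left out. *rbsB* (1.25) in ΔCcpA in LB was called with each of scaling between arrays and the Cyber-T style test on spots. *licA* (-0.56) in ΔCcpA in LB was called with each of plain background subtraction, scaling between arrays and the authors' log10 ratios. *rocG* (1.83) in CcpA-M17R in LB was called with each of plain background subtraction, loess within printed blocks, centring on the median, the Cyber-T style test on array means, the Cyber-T style test on spots, a dye coefficient, the array of the other dye orientation averaged with the second of the pair, the slide series in the fit, the authors' log10 ratios and array 18 left out. *rbsR* (-0.72) in CcpA-M17R in LB was called with the authors' log10 ratios. *rbsK* (-0.46) in CcpA-M17R in LB was called with no alternative. *rbsD* (-0.83) in CcpA-M17R in LB was called with each of the Cyber-T style test on spots and the authors' log10 ratios. *rbsA* (-1.46) in CcpA-M17R in LB was called with the Cyber-T style test on spots. *rbsB* (-1.04) in CcpA-M17R in LB was called with each of the Cyber-T style test on array means, the Cyber-T style test on spots and the authors' log10 ratios. *rbsR* (-1.29) and *rbsD* (-1.58) in CcpA-T62H in LB were called with each of plain background subtraction, loess within printed blocks, the Cyber-T style test on array means, the Cyber-T style test on spots, a separate fit for each comparison, a dye coefficient, the array of the other dye orientation averaged with the second of the pair and the authors' log10 ratios. *rbsK* (-0.77) in CcpA-T62H in LB was called with each of the Cyber-T style test on spots and the authors' log10 ratios. *rbsA* (-1.80) in CcpA-T62H in LB was called with each of loess within printed blocks, the Cyber-T style test on array means, the Cyber-T style test on spots, a dye coefficient and the authors' log10 ratios. *rbsC* (-0.61) in CcpA-T62H in LB was called with no alternative. *rbsR* (1.28) in CcpA-R304W in LB was called with each of loess within printed blocks, an adjusted p below 0.05, the Cyber-T style test on spots and the authors' log10 ratios. *rbsA* (1.72) in CcpA-R304W in LB was called with each of loess within printed blocks and the Cyber-T style test on spots. *alsS* (-0.56) in CcpA-R304W in LB was called with no alternative.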

Other observations

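The tests on dye labels and on printed blocks were chosen after the results were seen. For CcpA-R304W in LB the deposited log10 ratios run opposite to the dye labels on all 3 arrays. If the labels of these arrays were exchanged, the ratios turned against the labels would correlate above 0 with those of CcpA-R304W in LB + 1% glucose. Across genes, which are not independent replicates, r was 0.494. The exchange of dyes in the labels may therefore be the source, as a hypothesis. By the labels each other comparison has the mutant in Cy3 on 2 arrays and in Cy5 on 1, and CcpA-R304W in LB the reverse. With its labels exchanged it would have the layout of the others. For ΔCcpA, whose labels and deposited ratios agree, the same comparison of the media gave 0.431. No biological explanation was tested.

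Arrays 18 and 21, of CcpA-M17R and CcpA-T62H in LB, correlated below 0 with the other arrays of their comparison, at -0.116 and -0.289 for array 18 and -0.0442 and -0.126 for array 21. After loess within the printed blocks the lowest of these correlations was 0.306. This argues against exchanged dyes, which would leave them below 0. A trend over the printed blocks may be the source. No biological explanation was tested.

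In CcpA-T62H in LB + 1% glucose the mannose genes were higher than in CcpA-wt, with a median log2 ratio of 0.95 and all 5 genes positive (limma's fry test, two-sided, adjusted p = 0.00245).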
